# Vitamin D Deficiency During Development Permanently Alters Liver Cell Composition and Function

**DOI:** 10.3389/fendo.2022.860286

**Published:** 2022-05-12

**Authors:** Kassidy Lundy, John F. Greally, Grace Essilfie-Bondzie, Josephine B. Olivier, Reanna Doña-Termine, John M. Greally, Masako Suzuki

**Keywords:** vitamin D deficiency, prenatal environment, liver, transcriptional alterations, DOHaD (developmental origins of health and disease)

## Abstract

Vitamin D, a fat-soluble vitamin, plays a critical role in calcium homeostasis, the immune system, and normal development. Many epidemiological cohort studies globally have found high prevalence rates of vitamin D deficiency and insufficiency, recognized as an important health issue that needs to be solved. In particular, reproductive age and pregnant women low in vitamin D status may confer risks of diseases like obesity on their offspring. While observational studies have suggested associations between prenatal vitamin D deficiency and metabolic phenotypes in offspring, not yet determined is whether prenatal vitamin D deficiency permanently alters the development of the liver, a major metabolic organ. We tested the histopathology and the transcriptomic profiles of livers from male C57BL/6J mice exposed to prenatal vitamin D deficiency through a maternal dietary intervention model. We found that prenatal vitamin D deficiency increases the prevalence of histopathological changes in the liver, and alters its gene expression profile. Cell subtype proportion analysis showed that the liver of prenatal vitamin D deficiency alters non-parenchymal cells of the liver, specifically macrophages, a subset of endothelial cells, and dendritic cells. Our results indicate the long-term memory of prenatal vitamin D deficiency exposure in the adult liver, a potential contributor to offspring health risks.

## Introduction

Vitamin D is a crucial micronutrient that plays many physiologic functions in mammals. Humans create vitamin D from the action of sunlight on the skin, with the consequence that limiting sun exposure, covering skin with clothes, or darker skin pigmentation reduces vitamin D production and may cause its deficiency. The serum 25-hydroxyvitamin D concentration is the marker of vitamin D nutritional adequacy. Serum 25-hydroxyvitamin D concentrations in the range of 50-125 nmol/L indicate adequate vitamin D intake, 30-49 nmol/L is inadequate, and less than 30 nmol/L is classified as deficient, while greater than 125 nmol/L represents excess (1, 2). Many countries provide recommended daily vitamin D intake values and fortified foods such as milk, margarine, flours, cereals, and juices to reduce the prevalence rate of vitamin D deficiency (VDD), but VDD remains highly prevalent worldwide (3–6). In particular, the prevalence of VDD in reproductive-age women and pregnant women is recognized to be an urgent issue that needs to be addressed in low- and mid-income countries, and in high-income countries within the specific race and ethnicity groups (6–8).

While a major role of vitamin D is in regulating calcium homeostasis [reviewed in (9)], it has broader physiological effects. The bioactive metabolite of vitamin D, 1,25(OH)2D3 (calcitriol), is a steroid hormone, influencing transcriptional regulation through interaction with the high-affinity nuclear vitamin D receptor (VDR), a member of the nuclear receptor superfamily of ligand-activated transcription factors. The VDR pathway regulates the transcription of many genes, including genes with essential roles in fetal development and ensures the fetal supply of calcium for bone development (10–13). Intriguingly, epidemiological studies exploring the effects of maternal vitamin D deficiency revealed that offspring exposed to vitamin D deficiency in the uterus increased not only the risk of infantile rickets (4) but also the risk of childhood obesity (14–17) later in adulthood, suggesting long-term memories of the deficiency while developing *in utero*.

A mouse dietary intervention study revealed that mice born to mothers fed a vitamin D deficient diet had rapid weight gain after weaning and were more susceptible to high-fat diet-induced adipocyte hypertrophy than those born to mothers fed a vitamin D sufficient diet (18). In addition, a study of mice exposed to prenatal VDD found that prenatal VDD alters the DNA methylation status of the liver and sperm of two generations of offspring (19). These findings suggest that prenatal vitamin D deficiency predisposes offspring to long-term metabolic phenotypic alterations. However, little is known if prenatal vitamin D deficiency permanently alters the physiology of the liver, a major metabolic organ. To fill this knowledge gap, we assessed the effects of prenatal vitamin D deficiency on liver physiology and gene expression at the adult stage.

## Materials And Methods

### Maternal Vitamin D Deficiency Mouse Model

Five week old C57Bl/6J (Strain #000664) female mice (F0) purchased from the Jackson Laboratory were fed vitamin D deficient (VDD) or sufficient (VDS) diets for five weeks before mating to the control diet-fed male mice. The assigned diets were maintained throughout the subsequent pregnancy. VDD (0.0 IU/g vitamin D) and nutrient-matched VDS (1.0 IU/g vitamin D, D12450J) diets were obtained from Research Diets Inc. (10 kcal%fat, 20 kcal%Protein, and 70 kcal%Carbonate). VDD-fed females were supplemented with 1.5% calcium gluconate to maintain calcium homeostasis (20). Vitamin D deficiency of the F0 animals was confirmed by measuring serum 25-OH vitamin D levels using the Mouse Rat 25-OG Vitamin D ELISA kit (Eagle BIOSCIENCES) before mating and postnatal day 1 offspring (**Supplementary Figure 1A**). After delivery, all F0 mice were fed VDS diets. After weaning, the offspring (F1) were fed a VDS diet that was maintained until animal sacrifice. All animal studies were approved by the Institutional Animal Care and Use Committee at the Albert Einstein College of Medicine.

### Histopathological Study

After dissection, the liver samples were fixed in 4% paraformaldehyde solution at 4°C for overnight and processed for paraffin embedding. The paraffin-embedded tissue slides were stained with hematoxylin and eosin (HE), trichrome, and Gomori Reticulin stainings. We assessed 10 VDS-F1 and 19 VDD-F1 male mice.

### Transcription Analysis

We used male offspring for gene expression studies (n=6 VDD-F1 and n=6 VDS-F1). Total RNA was extracted from mouse livers at 16 weeks of age using the AllPrep DNA/RNA Micro Kits (QIAGEN). The RNA-seq libraries were generated using KAPA RNA HyperPrep with RiboErase kit (Roche) and sequenced on an Illumina NovaSeq sequencer (Novogene Co., Ltd., USA). After removing reads that failed the quality check and trimming adapter sequences, the resulting sequences were aligned to the mouse mm10 reference genome, quantifying gene expression by transcript counting (GENECODE release M15, GRCm38) using the STAR aligner (21). Differential expression as a result of dietary manipulation was determined using the Bioconductor package DESeq2 (22). We eliminated genes with fewer than the mean read counts per sample per gene is less than 12 from the analysis. Significantly differentially expressed genes (DEGs) were determined based on a log_2_-fold change of less than -1 or greater than 1 and a false discovery rate (FDR) adjusted p-value less than 0.05. DEGs were further assessed for their biological properties by Gene Ontology (GO) enrichment analysis using a Bioconductor package, clusterProfiler (23, 24). Quantitative reverse transcription PCR (qRT-PCR) was performed on the same RNA samples to verify the results. We used SuperScript III with random hexamer priming to synthesize cDNA and LightCycler FastStart Universal SYBR Green Master Mix for quantitative PCR. The measurement was performed using the LightCycler 480 system. The primers used in this study are listed in **Supplementary Table 1**.

### Cell Subtype Deconvolution

We used CIBERSORTx, a web interface-based tool, for quantifying the proportion of cell types in the RNA-seq data (25). A publicly available mouse liver (parenchymal and non-parenchymal liver cells isolated by a two-step collagenase perfusion) single-cell RNA-seq data (GSE134134) (26, 27) was used to generate a custom signature from single-cell liver gene expression data that represents the gene expression signatures of liver cell and immune cell subtypes. We combined four datasets of single-cell RNA seq libraries listed under GSE134134, 1000 (GSM3937757), 2000 (GSM3937758), 5000 (GSM3937759), and 10000 (GSM3937760) (26, 27). We used the Seurat R package for the single-cell RNA-seq analysis (28). We excluded cells with the detected number of genes were less than 1000 and reads from mitochondrial were greater than 10% before the analysis. We performed normalization and variance stabilization using the sctransform algorism (29), and the sctransformed datasets were merged using integration functions and identified clusters based on the gene expression profiles (29). We identified cell subtype clusters based on the expression status of maker genes (**Supplementary Figure 4**).

### Statistical Analysis

All statistical analyses were performed using R version 4.1.1 (https://www.r-project.org/). The Student’s *t*-test was used to analyze continuous variables between VDS and VDD unless otherwise stated, and Fisher’s exact test to analyze categorical variables. P-values of <0.05 or FDR-adjusted p-values in multiple testing analyses were considered significant.

## Results

### Prenatal Vitamin D Deficiency Is Associated With Histopathological Changes of the Livers of Offspring

The growth trajectory of offspring was comparable in VDD-F1 and VDS-F1 (**Supplementary Figure 1B**). We dissected F1 male mice at 16 weeks of age to assess the long-term effects of prenatal vitamin D deficiency. We found histopathological alterations of the livers including hydropic degenerations, steatosis, and fibrosis in VDD-F1 offspring (**Figure 1**). While the prevalence rates were not statistically significant due to the small sample numbers, steatosis and fibrosis were only observed in the VDD-F1 offspring. The sizes of lipid droplets were varied between the individuals, but the morphology of the nuclei remained unaltered. We summarize the histopathological alterations in **Table 1**.

**Figure 1:**
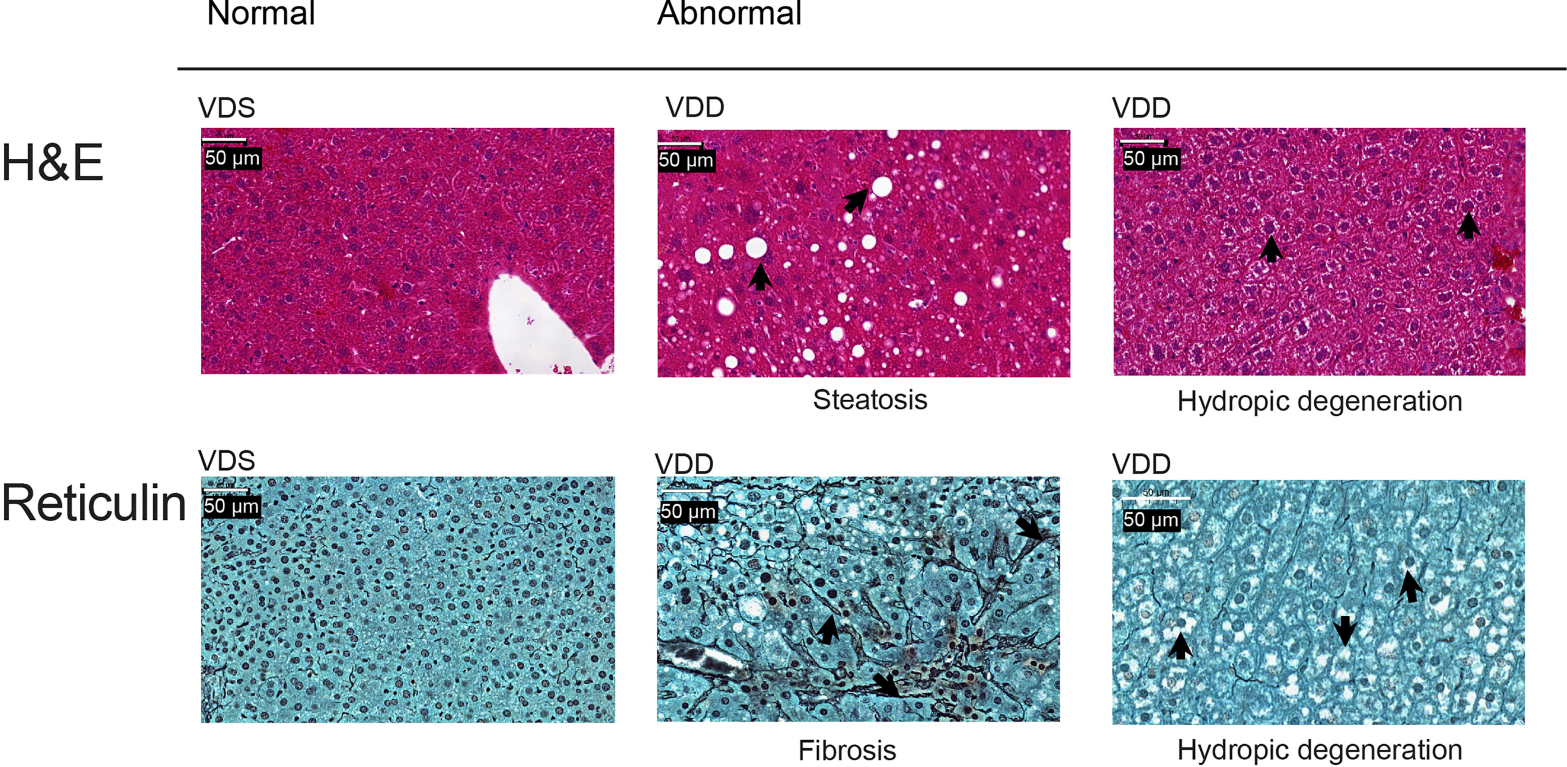
Representative histopathological alterations in the liver of VDD-F1 offspring. Top, hematoxylin-eosin stain; bottom, Gomori’s reticulin stain. The arrows indicate the described changes.

**Table 1:** A summary of histopathological alterations in liver.

	VDD-F1 (n=19)	VDS-F1 (n=10)	p-values*
Hydropic degeneration	11	4	0.675
Steatosis	1	0	0.063
Steatosis and Fibrosis	5	0	–
No alterations observed	8	6	0.562

*Fisher’s exact test.

### Prenatal Vitamin D Deficiency Is Associated With Permanently Altered Gene Expression of the Liver

The histopathological analyses suggested that prenatal vitamin D deficiency alters liver physiology. We, therefore, conducted a transcriptional analysis using bulk RNA-seq to assess the gene expression alterations linked to prenatal vitamin D deficiency. We extracted total RNA from the left lateral lobes of the liver and prepared libraries (n=6 per group, **Supplementary Figure 2**). 

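The RNA-seq libraries came from 6 VDD-F1 and 6 VDS-F1 males, with 1 library per mouse. The diets were given to the mothers, and the litter of each mouse is not stated. All tests here treat the mice as independent, so littermates could make the p-values for diet too small. The kit removes ribosomal RNA before library preparation, so that other transcripts take most of the reads. The authors aligned the reads to the mouse genome with STAR and deposited the number of fragments it counted on each of 52636 annotated genes, for each mouse and without normalization. STAR counts only fragments that map to 1 place, and it gives a count that ignores the strand and 1 for each strand. The reverse-strand count was used here because the kit keeps the strand and the forward-strand total was larger in 0 libraries. Genes with a mean count of at least 12 over the 12 libraries were kept, which left 12453 genes. Counts were normalized with edgeR's TMM method, and VDD-F1 was compared with VDS-F1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the paper's methods name DESeq2. A gene was called a DEG at an adjusted p-value under 0.05 and a log2-fold change above 1 or below -1, the thresholds in the paper's methods. The choice of test, the filter on low counts and the strand could each change the calls. Reads shared between near-identical genes, such as those of the Mup and Cyp2c families, are left out or can be assigned to the wrong member. Supplementary Figure 2 records a liver weight for 7 of these mice (VDD4 to VDD6 and VDS3 to VDS6) and for none of the other 5, so comparisons were also made within each of these sets of mice.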

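Each library held between 25897868 and 36403413 fragments after the authors' trimming. Between 14275793 and 20815066 of them were counted on genes, with a median of 16383624 in VDD-F1 and 16125660 in VDS-F1 mice. Between 23.5% and 37.9% were unmapped, and between 6.69% and 8.92% mapped to several places. In VDS6, 11.1% of the fragments matched no annotated exon on the counted strand, and in the other 5 VDS-F1 mice 2.52% to 4.40% did. They are called fragments outside genes below, though fragments from introns or antisense to a gene are among them.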

We sequenced libraries at the depth of at least 26 million paired reads per library. After the quality check of the sequences and removal of low-quality reads, we performed a principal components analysis to compare the expression pattern between the individual F1 mice (**Figure 2A**, **Supplementary Table 2**). 

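Principal components were computed from the 500 most variable genes after DESeq2's variance-stabilizing transformation. PC1 held 46.6% of the variance and PC2 19.7%. On PC1, VDD2 had a score of 23.1, VDD4 of 15.9, VDD6 of 13.9, VDD5 of 13.8, VDD3 of -7.06 and VDD1 of -9.11, and the VDS-F1 mice ranged from -9.86 to -6.86. The mean PC1 score was 8.43 ± 13.2 (SD, n = 6) in VDD-F1 and -8.43 ± 1.30 (SD, n = 6) in VDS-F1 mice (exact permutation test, two-sided, p = 0.0217, where 6 against 6 mice allow no p-value under 0.00217). The mean PC2 scores were 1.81 ± 6.71 and -1.81 ± 9.68 (SD, n = 6 each, exact permutation test, two-sided, p = 0.420). PC2 differed between the sets of mice, at -6.30 ± 2.34 (SD, n = 7) with and 8.83 ± 2.87 (SD, n = 5) without a recorded liver weight (exact permutation test, two-sided, p = 0.00126, the smallest p-value that 7 against 5 mice allow). With all genes that passed the filter in place of 500, which moved the share of PC1 most, PC1 held 34.9% and PC2 16.6%.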

We observed three large clusters that consist of only VDS samples, VDD samples, and both VDS and VDD. There were no significant histopathological differences between VDD samples in different clusters. 

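Of 12453 genes tested, 5 were DEGs between VDD-F1 and VDS-F1 livers, and 1972 had an unadjusted p-value under 0.05. Cyp1a2 (ENSMUSG00000032310.4, chromosome 9, 57676937 to 57683703 in GRCm38) had 280 ± 70.6 CPM (counts scaled to library size) in VDD-F1 (SD, n = 6) and 716 ± 156 in VDS-F1 mice (SD, n = 6). Its log2-fold change was -1.35 (standard error 0.20, adjusted p = 0.0269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VDD2 was far below the other VDD-F1 mice for Cyp1a2, with 148 CPM. Mup1 (ENSMUSG00000078683.9, chromosome 4, 60498012 to 60501960) had 4.58 ± 3.81 and 45.9 ± 20.9 CPM (SD, n = 6 each), a log2-fold change of -3.32 (standard error 0.49, adjusted p = 0.0269 from the same test). Mup12 (ENSMUSG00000094793.1, chromosome 4, 60737383 to 60741326) had 3.67 ± 3.15 and 32.7 ± 11.6 (SD, n = 6 each), a log2-fold change of -3.17 (standard error 0.46, adjusted p = 0.0269 from the same test). The values of both Mup genes are uncertain because the members of this family share reads. Tceal9 (ENSMUSG00000042712.10, chromosome X, 136245079 to 136247139) had 9.12 ± 2.05 CPM in VDD-F1 and 4.27 ± 0.455 in VDS-F1 mice (SD, n = 6 each), with VDS5 above the other VDS-F1 mice at 5.15. Its log2-fold change was 1.11 (standard error 0.15, adjusted p = 0.0269 from the same test). Abhd2 (ENSMUSG00000039202.12, chromosome 7, 79273199 to 79365508) had 482 ± 154 and 212 ± 31.9 (SD, n = 6 each), a log2-fold change of 1.19 (standard error 0.19, adjusted p = 0.0453 from the same test). In the mice with and without a recorded liver weight, the log2-fold changes were -1.48 and -0.95 for Cyp1a2, -3.96 and -2.00 for Mup1, -4.15 and -2.00 for Mup12, 1.05 and 1.22 for Tceal9, and 1.25 and 1.07 for Abhd2. The number of DEGs moved most when only the 7 mice with a recorded liver weight were compared, to 536. The other 5 mice gave 0 DEGs and 472 genes at an unadjusted p-value under 0.05. In the 7 mice, circadian genes high in early night differed by -1.31 between the diets and those high in late night by 0.72. In the other 5 mice these differences were 0.77 and -1.19. Time of day was not tested within a set, so it remains an explanation for part of the 536. DESeq2's Wald test on the same 12453 genes called 253 DEGs.

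**Figure D1:**
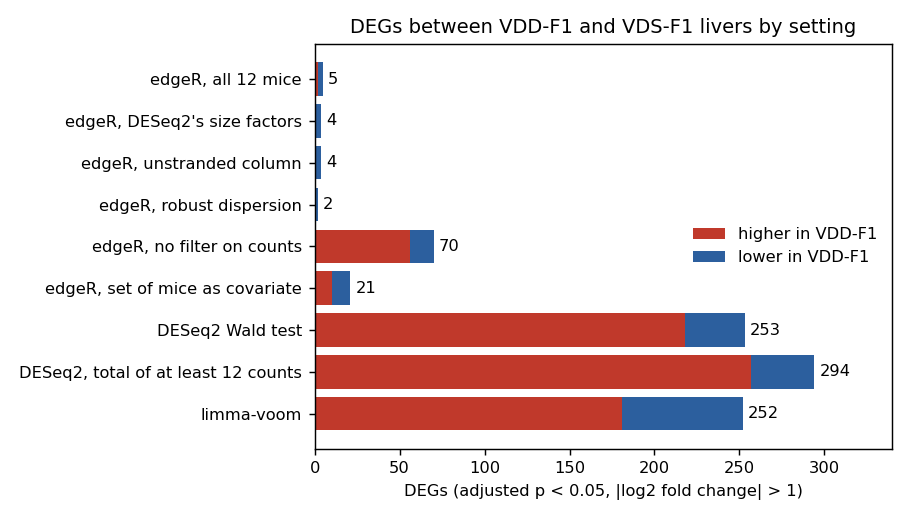
Number of DEGs between VDD-F1 and VDS-F1 livers under 9 settings of the test, the filter and the scaling. Red bars are genes higher in VDD-F1 and blue bars genes lower in VDD-F1.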

Next, we performed a differential expression analysis and identified 281 significant differentially expressed genes (DEGs) when comparing samples from mice who were exposed to prenatal VDD versus those exposed to prenatal VDS. 

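Tceal9 and Abhd2 were higher in VDD-F1 than in VDS-F1 livers, and Cyp1a2, Mup1 and Mup12 were lower. Among the genes with an unadjusted p-value under 0.05, 1189 were higher and 783 lower. Supplementary Table 3 has its largest positive fold changes for Lrtm2, Cyp2a4 and Frmd5. Lrtm2 (ENSMUSG00000055003.14, chromosome 6, 119315133 to 119330766) had raw counts of 0, 208, 0, 113, 88 and 130 in VDD1 to VDD6 and at most 2 in any VDS-F1 mouse. Cyp2a4 (ENSMUSG00000074254.4, chromosome 7, 26307169 to 26315088) had raw counts of 2, 774, 0, 527, 505 and 541 in VDD1 to VDD6 and at most 8 in any VDS-F1 mouse, with reads it may share with other Cyp2a genes. Its log2-fold change was 7.18 (standard error 1.30, adjusted p = 0.0627 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Frmd5 (ENSMUSG00000027238.17, chromosome 2, 121545529 to 121807087) had raw counts of 0, 17, 1, 22, 42 and 39 in VDD1 to VDD6 and 0 in every VDS-F1 mouse, and it did not pass the filter. Mup7 (ENSMUSG00000073842.10, chromosome 4, 60066469 to 60070475), whose reads are shared within its family, had 136 ± 201 and 1053 ± 320 CPM (SD, n = 6 each) and a log2-fold change of -2.95 (standard error 0.88, adjusted p = 0.130 from the same test). Of the genes measured by qRT-PCR, Col3a1 (ENSMUSG00000026043.18, chromosome 1, 45311538 to 45349706) had 114 ± 72.6 and 33.2 ± 14.2 CPM (SD, n = 6 each) and a log2-fold change of 1.78 (standard error 0.40, adjusted p = 0.0855 from the same test). Cidec (ENSMUSG00000030278.11, chromosome 6, 113424634 to 113435760) had 10.6 ± 7.66 and 1.88 ± 0.977 (SD, n = 6 each) and a log2-fold change of 2.52 (standard error 0.49, adjusted p = 0.0640 from the same test), with VDS1 far below the other VDS-F1 mice at 0.295. Cyp2c50 (ENSMUSG00000054827.12, chromosome 19, 40089688 to 40113950) had 252 ± 139 and 712 ± 204 (SD, n = 6 each) and a log2-fold change of -1.48 (standard error 0.35, adjusted p = 0.0883 from the same test). Adh6-ps1 (ENSMUSG00000090306.5, chromosome 3, 138374121 to 138395002) had 14.8 ± 4.72 and 36.3 ± 8.66 (SD, n = 6 each) and a log2-fold change of -1.29 (standard error 0.22, adjusted p = 0.0592 from the same test). Cyp2c50 and Adh6-ps1 both have near-identical relatives, so their counts are uncertain. In the mice with and without a recorded liver weight, the log2-fold changes were 2.16 and 1.24 for Col3a1, 2.02 and 3.60 for Cidec, -1.99 and -0.62 for Cyp2c50, and -1.45 and -1.04 for Adh6-ps1. DESeq2's Wald test with Benjamini-Hochberg adjustment gave adjusted p-values of 0.00756 for Col3a1, 0.00128 for Cidec, 0.00629 for Cyp2c50 and 7.69e-06 for Adh6-ps1.

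**Figure D2:**
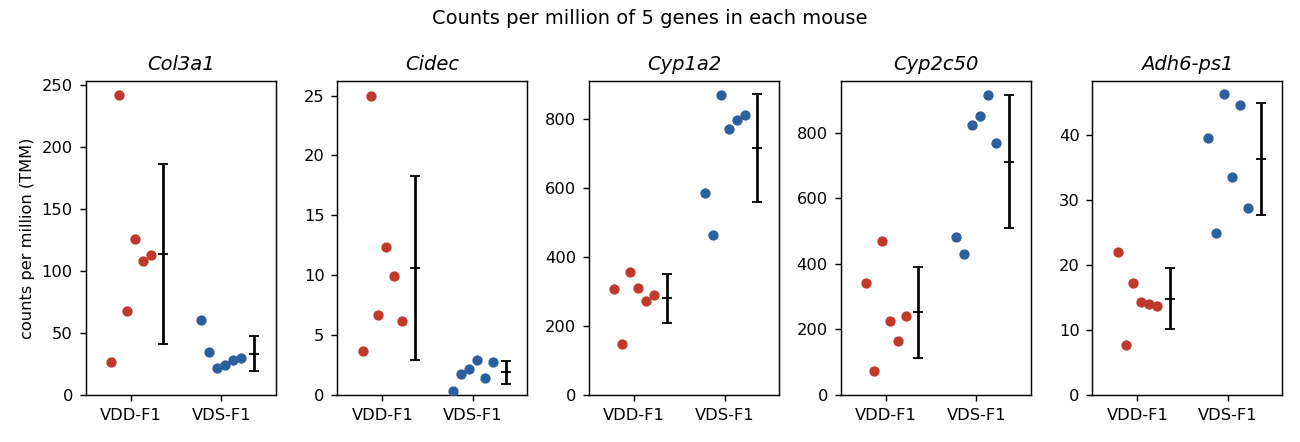
CPM of the genes measured by qRT-PCR in each mouse, after TMM normalization. Bars are the mean and SD of 6 mice.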

249 of DEGs were upregulated and 32 of DEGs were downregulated (**Figure 2B**, **Supplementary Table 3**). We verified the results using the same RNA samples and confirmed significant alterations or the same trends of DEGs by quantitative RT-PCR (**Figure 2C**, **Supplementary Figure 3**).

**Figure 2:**
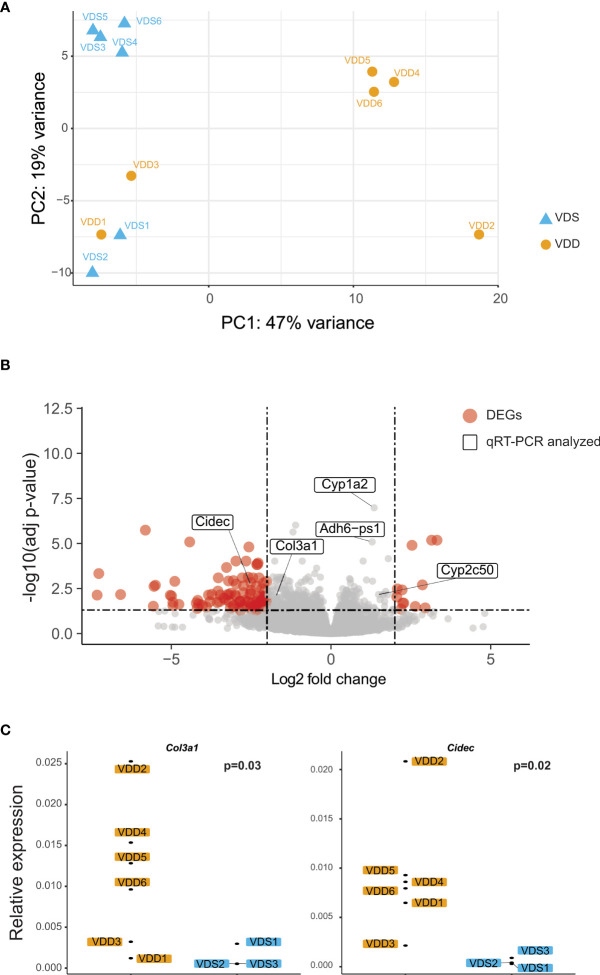
Prenatal vitamin D deficiency leads to altered gene expression in adult mouse liver. **(A)** PCA demonstrates variation in expression patterns between VDD and VDS offspring. **(B)** A volcano plot shows differentially expressed genes (DEGs) found in the analysis comparing mouse offspring exposed to a prenatal vitamin D deficiency versus mice exposed to a vitamin D sufficient diet. Genes are significantly differentially expressed if they have a p adjusted value less than 0.05 and -2 < fold change < 2. **(C)** qRT-PCR using cDNA generated from offspring liver samples validates the upregulation of the collagen, type III, alpha I (*Col3a1*), and *Cidec* genes.

### The DEGs Are Enriched in Pathways for the Extracellular Structural Organization and Lipid Catabolism

We performed gene ontology (GO) enrichment analyses on upregulated and downregulated DEGs respectively to test if the DEGs are enriched in specific gene pathways. We found that lipid metabolism-related pathways such as lipid catabolic process, xenobiotic metabolism, and linoleic acid metabolic process are enriched in down-regulated DEGs. 

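Supplementary Table 4 lists 13 genes under its terms for downregulated DEGs, and all 13 passed the filter. All had lower counts in VDD-F1 than in VDS-F1 livers, and 2 of them were DEGs, with 13 called by DESeq2's Wald test, which moved this number most. Because these genes were chosen as DEGs from the same libraries, neither their direction nor the size of a difference between the diets is a test, and no p-value is given for the terms. For each term, the mean log2 CPM of its genes was taken in each mouse. For the fatty acid metabolic process (6 genes) it was 4.84 ± 0.73 in VDD-F1 and 6.56 ± 0.46 in VDS-F1 mice (SD, n = 6 each), a difference of -1.71. Its genes with the smallest p-values were Cyp1a2, where VDD2 was far below the other VDD-F1 mice, Ces2c and Cyp2c37. The log2-fold change of Ces2c was -1.11 and that of Cyp2c37 -2.08 (adjusted p = 0.0812 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and reads shared with other Cyp2c genes make Cyp2c37 uncertain. For the xenobiotic metabolic process (4 genes) the mean was 6.58 ± 0.93 and 8.42 ± 0.47 (SD, n = 6 each), a difference of -1.84. For the linoleic acid metabolic process, whose 2 genes are Cyp2c50 and Cyp2c54, the difference was -1.83, with the same uncertainty from shared reads. In the mice with and without a recorded liver weight, these differences were -1.93 and -1.25, -2.21 and -1.18, and -2.19 and -1.19. VDD2 was the lowest of the mice without a recorded liver weight in each of these terms. For the xenobiotic term it had 5.01, where VDD1 and VDD3 had 7.30 and 7.68 and VDS1 and VDS2 8.05 and 7.64.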

249 upregulated DEGs were enriched in extracellular structure organization, nuclear division, and mitosis-related pathways (**Figure 3**, **Supplementary Table 4**).

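Supplementary Table 4 lists 59 genes under its terms for upregulated DEGs, with the list for extracellular matrix organization at hand only as far as 21 of its 24 genes. Of the 59 genes, 48 passed the filter, all 48 had higher counts in VDD-F1 than in VDS-F1 livers, and 1 was a DEG. DESeq2's Wald test called all 48, and with the filter at a total count of 12, which moved this number most, it called all 59. The genes were chosen as DEGs from the same libraries, so this is no test of their stability, and no p-value is given for the terms. For extracellular matrix organization (20 genes tested), the mean log2 CPM was 2.85 ± 0.99 in VDD-F1 and 1.32 ± 0.37 in VDS-F1 mice (SD, n = 6 each), a difference of 1.52. Its genes with the smallest p-values were Col4a4, Adamts2 and Mfap4, with log2-fold changes of 2.31, 1.76 and 2.29 (adjusted p = 0.0627, 0.0640 and 0.0683 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For mitotic sister chromatid segregation (11 of 15 genes tested), the mean was 0.57 ± 1.06 and -1.06 ± 0.27 (SD, n = 6 each), a difference of 1.63. Its genes with the smallest p-values were Ncapg2, Knstrn and Cenpe, with log2-fold changes of 1.81, 2.92 and 2.05 (adjusted p = 0.0640, 0.0905 and 0.0958 from the same test). For nuclear division (14 of 20 genes tested), the difference was 1.64. In the mice with and without a recorded liver weight, the difference was 2.00 and 0.90 for extracellular matrix organization and 1.55 and 1.81 for mitotic sister chromatid segregation. The 0.90 rests mainly on VDD2, with a matrix score of 4.09. VDD1 and VDD3 had 1.24 and 2.21, and VDS1 and VDS2 had 1.98 and 1.24. For chromatid segregation VDD1, VDD2 and VDD3 had -0.11, 2.43 and -0.65, and VDS1 and VDS2 -1.37 and -1.14. From the terms enriched among the DEGs, the paper states that genes of lipid metabolism, mitosis and extracellular structure organization were enriched among those altered by the maternal diet. Enrichment itself was not analysed here.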

**Figure 3:**
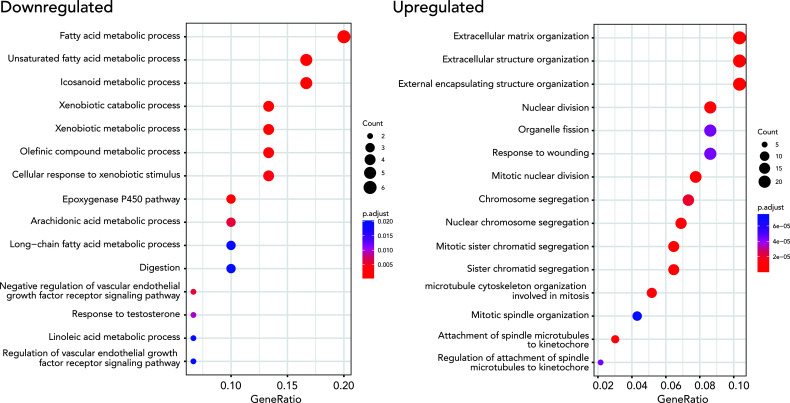
Results from GO enrichment analysis (biological processes) using a Bioconductor package, *clusterProfiler*, for up and down-regulated DEGs. The top 15 up (right) and downregulated (left) terms were. The size of the dots represents the number of the genes, and the color indicates the significance of the enrichment.

### Cell Subtype Proportion Analysis of Bulk RNA-Seq Data Revealed That Prenatal Vitamin D Deficiency Alters Cell Subtype Composition of Non-Parenchymal Liver Cells

We next tested if the proportions of cell subtypes are affected based on prenatal exposure to VDS or VDD. To perform cell subtype proportion analysis, we generated reference expression signatures of each liver cell subtype using publicly available adult liver single-cell RNA-seq data. We segregated 21 clusters of the adult liver cells, as shown in **Figure 4A** and **Supplementary Figure 4**. Based on the relative expression of well-known marker genes of liver cell subtypes identified by the mouse cell atlas, we identified the cell subtypes of each cluster. The cluster information was then used to generate a custom signature of gene expression in liver cells using CIBERSORTx. The generated reference expression signature was used to perform deconvolution of bulk RNA-seq data of each sample (**Supplementary Table 5**). 

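Deconvolution estimates the share of each cell subtype in a bulk library by fitting the library as a mixture of reference expression profiles. CIBERSORTx was not run here. Nu-support vector regression was fitted with scikit-learn to the CPM of each library, with the part of Supplementary Table 5 at hand as reference (1997 genes, of which 1902 were matched, and 21 subtypes). Nu was 0.25, 0.5 or 0.75, whichever left the smallest error, negative weights were set to 0, and the others were scaled to 100%. In 12 simulated mixtures of the reference profiles, the mean error was 1.34 points for hepatocytes and 0.33 points for other subtypes, so estimates well under 1 point carry little information. Independently of the regression, a marker score was taken for 15 of the subtypes, the mean log2 CPM of genes at least 5 times higher in it than in any other subtype. The other 6 subtypes, Endothelial_3 and Endothelial_4 among them, have fewer than 10 such genes and no score. Each difference was tested over 15 subtypes with an exact permutation test and Benjamini-Hochberg adjustment. The mouse-by-mouse proportions in Supplementary Table 6 were tested in the same way over their 10 subtypes.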

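The estimated hepatocyte proportion was 84.2 ± 2.77% (SD, n = 6) in VDD-F1 and 85.8 ± 1.59% (SD, n = 6) in VDS-F1 mice, a difference of -1.60 points (exact permutation test, two-sided, p = 0.255, adjusted p = 1.00 with Benjamini-Hochberg adjustment over 15 subtypes). It was -1.14 points in the mice with and -2.89 points in the mice without a recorded liver weight. Non-negative least squares moved the difference most, to -3.24 points. The hepatocyte marker score (115 genes) was 7.25 ± 0.20 and 7.50 ± 0.06 (SD, n = 6 each), a difference of -0.25 (exact permutation test, two-sided, p = 0.00217, the smallest that 6 against 6 mice allow, adjusted p = 0.0162 with the same adjustment). VDD2 was far below the other VDD-F1 mice, with a score of 6.85 against 7.29 to 7.36. The difference in this score was -0.19 and -0.27 in the mice with and without a recorded liver weight.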

As we expected, the hepatocyte proportion was the highest among the cell subtypes (80.6% VDD and 81.4% VDS, p=0.39) (**Supplementary Table 6**). While the proportions of hepatocytes were not significantly altered, we observed significant alterations in non-parenchymal liver cell subtypes, macrophages, endothelial cells, and dendritic cells (**Figure 4B**). 

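Endothelial_4 made up 3.89 ± 2.45% of VDD-F1 and 4.12 ± 1.24% of VDS-F1 livers (SD, n = 6 each, exact permutation test, two-sided, p = 0.844), with differences of 0.658 and -1.47 points in the mice with and without a recorded liver weight. Dendritic_2 made up 0.416 ± 0.489% and 0.480 ± 0.543% (SD, n = 6 each, exact permutation test, two-sided, p = 0.870). The fit gave Dendritic_2 a share in 3 mice of each diet, and Ccr2+ macrophages a share only in the other mice. Because no mouse was given both, the tests of these subtypes say little about either. The mouse-by-mouse proportions in Supplementary Table 6 moved the Endothelial_4 difference most, to 4.73 points, with 5.83 ± 2.35% in VDD-F1 and 1.10 ± 2.20% in VDS-F1 mice (SD, n = 6 each). An exact permutation test of these proportions gave p = 0.00649 (two-sided, adjusted p = 0.0577 with Benjamini-Hochberg adjustment over 10 subtypes). For Dendritic_2 in that table, 0.0623 ± 0.153% and 0.669 ± 0.357% (SD, n = 6 each), the exact permutation test gave p = 0.0152 (adjusted p = 0.0577 with the same adjustment). Only Endothelial_3 had an adjusted p-value under 0.05 among the 15 subtypes estimated, with 9.53 ± 0.594% in VDD-F1 and 7.95 ± 0.695% in VDS-F1 mice (SD, n = 6 each, exact permutation test, two-sided, p = 0.00217, adjusted p = 0.0325 with Benjamini-Hochberg adjustment). With TPM its difference was 0.540 points, and on the count that ignores the strand it was 1.52 points, both with an adjusted p-value above 0.05. Non-negative least squares gave Endothelial_3 no share in any mouse. In Supplementary Table 6 it was lower in VDD-F1, at 12.4 ± 2.08% against 14.9 ± 2.05% (SD, n = 6 each, exact permutation test, two-sided, p = 0.0628). The Dendritic_2 marker score (33 genes) was higher in VDD-F1, at 1.55 ± 0.10 against 1.31 ± 0.10 (SD, n = 6 each, exact permutation test, two-sided, p = 0.00217, adjusted p = 0.0162 with Benjamini-Hochberg adjustment over 15 subtypes), with differences of 0.24 and 0.22 in the mice with and without a recorded liver weight. The marker scores of all 14 scored subtypes other than hepatocytes were higher in VDD-F1, and 6 besides Dendritic_2 had an adjusted p-value of 0.0487 (the same exact test and adjustment), so the higher score is not specific to dendritic cells. From its proportions, the paper states that endothelial, dendritic and macrophage subtypes changed significantly, while the hepatocyte proportion did not change significantly.

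**Figure D3:**
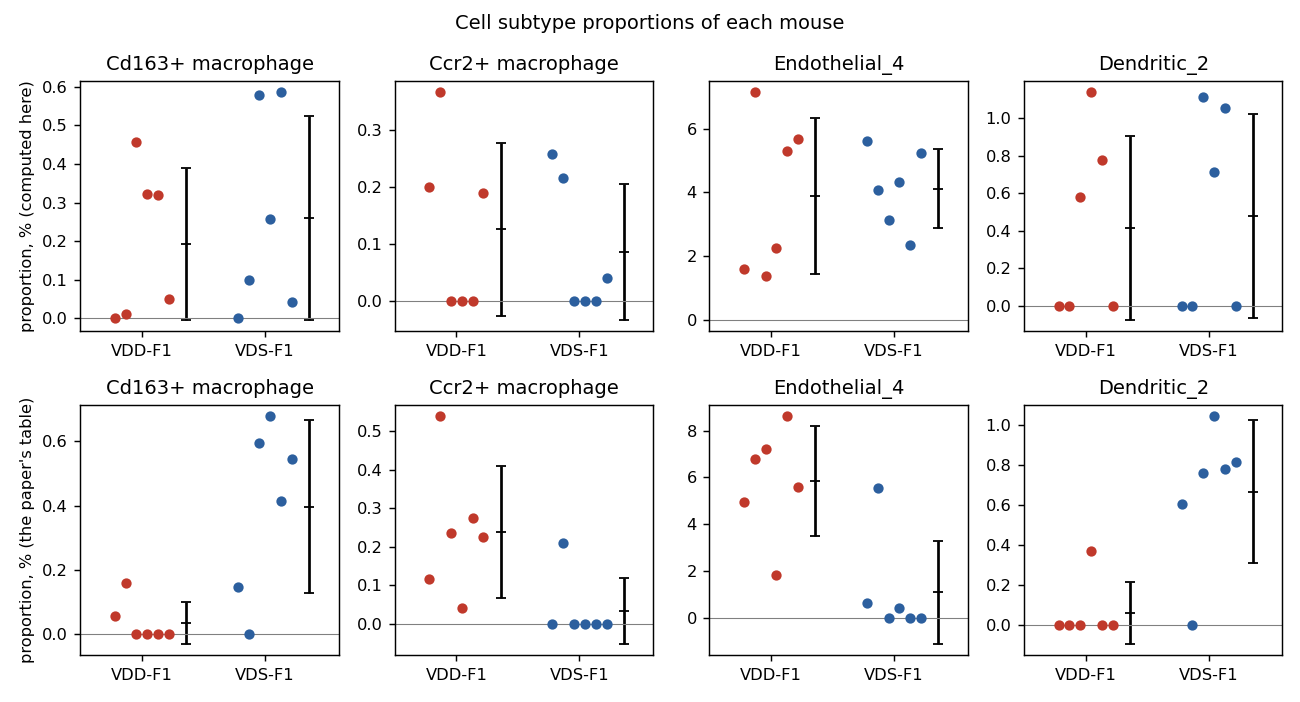
Proportions of 4 cell subtypes in each mouse, as estimated here (top) and as given in Supplementary Table 6 (bottom). Bars are the mean and SD of 6 mice.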

Interestingly, while Cd163-positive macrophages were reduced in prenatal VDD offspring liver, Ccr2-positive macrophages were increased compared to that of VDS offspring. 

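The estimated Cd163+ macrophage proportion was 0.194 ± 0.197% in VDD-F1 and 0.260 ± 0.264% in VDS-F1 mice (SD, n = 6 each, exact permutation test, two-sided, p = 0.610), and that of Ccr2+ macrophages 0.126 ± 0.152% and 0.0860 ± 0.119% (SD, n = 6 each, exact permutation test, two-sided, p = 0.697). The fit gave Ccr2+ macrophages a share only in mice where it gave Dendritic_2 none, so their test says little. The Cd163+ share followed the same division. It was at most 0.0983% in mice given Ccr2+ macrophages and at least 0.258% in the others. It was 0% in VDD1 and 0.323% in VDD4, whose Cd163 counts were 21.3 and 0.891 CPM, so its test also says little. In the mice with and without a recorded liver weight, the differences were -0.135 and 0.108 points for Cd163+ and 0.0530 and -0.0485 points for Ccr2+ macrophages. In Supplementary Table 6, Cd163+ macrophages made up 0.0362 ± 0.0644% of VDD-F1 and 0.396 ± 0.268% of VDS-F1 livers (SD, n = 6 each), for which an exact permutation test gave p = 0.0281 (two-sided, adjusted p = 0.0704 with Benjamini-Hochberg adjustment over 10 subtypes). Within the sets of mice, this difference was -0.557 points with and -0.0011 points without a recorded liver weight. Ccr2+ macrophages made up 0.239 ± 0.171% and 0.0349 ± 0.0855% (SD, n = 6 each), with p = 0.0173 from the exact permutation test (adjusted p = 0.0577 with the same adjustment) and differences of 0.180 and 0.193 points within the sets. The Cd163+ marker score (36 genes) was 2.03 ± 0.32 and 2.02 ± 0.21 (SD, n = 6 each, exact permutation test, two-sided, p = 0.942), and the Ccr2+ marker score (37 genes) 2.79 ± 0.14 and 2.66 ± 0.08 (SD, n = 6 each, exact permutation test, two-sided, p = 0.0823). Cd163 (ENSMUSG00000008845.9, chromosome 6, 124304656 to 124330527) had 21.3, 1.99, 12.5, 0.891, 2.84 and 1.61 CPM in VDD1 to VDD6 and 10.8, 20.6, 21.9, 19.2, 16.6 and 13.8 in VDS1 to VDS6. Its log2-fold change was -1.33 (standard error 0.60, adjusted p = 0.302 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -3.28 and -0.39 in the mice with and without a recorded liver weight. Cd163 was a DEG in the mice with a recorded liver weight, with voom (log2-fold change -2.74), without VDD1 (-2.14) and in DESeq2 with the set of mice as a covariate (-2.18), the last chosen after the data had been seen. Ccr2 (ENSMUSG00000049103.14, chromosome 9, 124101950 to 124113557) had 2.63 ± 2.24 and 0.590 ± 0.243 CPM (SD, n = 6 each) and a log2-fold change of 2.14 (standard error 0.56, adjusted p = 0.1004 from the same test), with 2.40 and 1.73 within the sets. Adgre1 (ENSMUSG00000004730.14, chromosome 17, 57358691 to 57483527), which macrophages express in general, had 20.7 ± 10.7 and 17.5 ± 3.90 (SD, n = 6 each) and a log2-fold change of 0.26 (standard error 0.26, adjusted p = 0.671 from the same test).

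**Figure D4:**
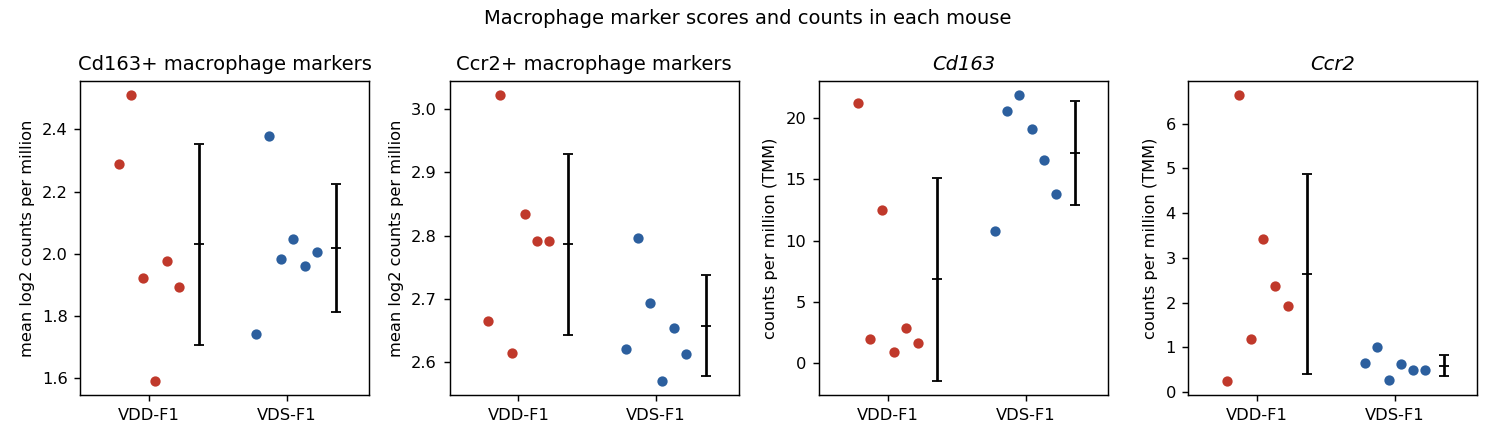
Marker scores of Cd163+ and Ccr2+ macrophages (mean log2 CPM) and CPM of Cd163 and Ccr2 in each mouse. Bars are the mean and SD of 6 mice.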

We previously reported that cell subtype composition significantly contributes to the gene expression profile (30). We therefore tested if the DEGs we identified were attributable to the cell subtype proportion differences between samples. We did not observe significant contributions of cell subtype proportion variations to the gene expression profile (**Supplementary Figure 5**). This result indicates that the identified DEGs were independent of the cell subtype proportion variations.

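PC1 of the normalized counts, taken without a log scale, was compared with PC1 of the proportions in Supplementary Table 6. Over the 12 mice, Pearson's r was -0.257 (two-sided permutation test with 100000 resamples, p = 0.499) and Spearman's rho -0.231 (p = 0.473 from the same kind of test). A single ribosomal-RNA-like gene, Gm42418, makes up most of this PC1 of the counts, so the relation says little about other genes. With the count that ignores the strand, r was -0.670 (two-sided permutation test, p = 0.0173, adjusted p = 0.0694 with Benjamini-Hochberg adjustment over 4 relations). The count that ignores the strand moved the size of r most. Components without centring, chosen after the data had been seen, gave r = 0.169. The sign of a component is free, so this change of sign is no reversal. Over the 7 mice with a recorded liver weight r was -0.40, and the other 5 mice, too few for a correlation, had the opposite sign. With PC1 of the proportions as a covariate in edgeR's quasi-likelihood test, 0 genes were DEGs and 803 had an unadjusted p-value under 0.05. Of the 232 genes in Supplementary Table 3 that passed the filter, which were chosen from these libraries, 232 kept their direction and 193 had an unadjusted p-value under 0.05. This covariate itself differed between the diets (2.71 ± 3.02 in VDD-F1 and -2.71 ± 3.02 in VDS-F1 mice, SD, n = 6 each, exact permutation test, two-sided, p = 0.0173), so it also takes up part of any effect of diet. From the lack of a significant association, the paper concludes that the DEGs do not depend on the cell subtype proportions.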

**Figure 4:**
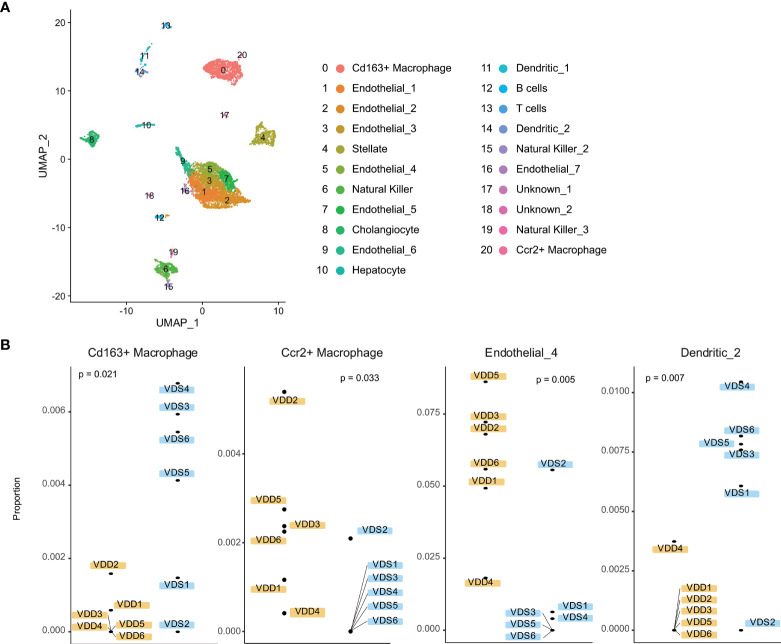
Liver cell subtypes were found in different cell subtype proportions in prenatal VDD compared to VDS offspring. **(A)** Publicly available single-cell RNA-seq data was processed and clustered as shown in the UMAP plot. Gene expression patterns of clusters were used to define cell identities. **(B)** The proportions of Cd163+ macrophages and Ccr2+macrophages were inversely related between prenatal VDD and VDS offspring. Dendritic cells were found in a significantly lower proportion in VDD samples while a subset of endothelial cells was found in a higher proportion in VDD samples.

## Discussion

In this study, we found that prenatal vitamin D deficiency alters liver histology and transcription profiles in offspring adulthood. We observed livers with varying ranges of cytoplasmic clearing, hydropic changes, and fibrosis in histopathological analysis. Transcriptional analysis showed that lipid metabolism-related genes, mitosis-related genes, and extracellular structure organization-related genes were enriched in DEGs. Moreover, cell subtype deconvolution analysis indicates alterations of non-parenchymal liver cell proportions. These findings suggest that prenatal vitamin D deficiency permanently alters the physiological and metabolic properties of offspring livers.

Herrick et al. reported that more than 23% of Americans equal or older than 1 year are at risk of vitamin D inadequacy or deficiency and the prevalence of the risk of deficiency is at its highest among adults among 20-39 years old using 2011-2014 National Health and Nutrition Examination Survey (NHANES) data sets (1). They also reported that the risk of deficiency was higher among non-Hispanic Black than non-Hispanic Asian, non-Hispanic White, and Hispanic participants. Moreover, the high prevalence of vitamin D deficiency and inadequacy is associated with obesity (5, 31, 32). These findings suggest that reproductive-age women with obesity have a higher risk of vitamin D deficiency during pregnancies, specifically women of the vitamin D deficiency vulnerable ethnic/race groups.

The associations between maternal vitamin D deficiency and adverse maternal and fetal outcomes have been well reported (33–37). A systematic review of 3357 studies revealed that maternal vitamin D deficiency increases the risks of gestational diabetes, preeclampsia, and small for gestational age infants (35). In addition, prior studies have implicated associations between maternal vitamin D deficiency and offspring obesity later in life in both human observation studies (14–17, 38) and dietary manipulation studies in rodents (18, 39). We did not observe an obese phenotype; however, we found that mice exposed to prenatal vitamin D deficiency showed transcriptional alterations in lipid metabolism-related pathways. Moreover, the histopathological analysis suggested that exposure to a prenatal vitamin D deficiency affects the physiology of the liver at the adult stage. Our results suggest the existence of long-term memory of prenatal vitamin D deficiency exposure in the liver.

The association between vitamin D deficiency in adulthood and chronic liver diseases (CLD) (40), including cirrhosis (41), non-alcoholic fatty liver disease (NAFLD, recently been proposed to rename as metabolic-associated fatty liver disease [MAFLD) (42)] (43–45), and non-alcoholic steatohepatitis (NASH) (44, 45), have been identified in many cross-sectional studies. Stokes et al. reviewed the associations between CLD and vitamin D deficiency (46). We fed a vitamin D sufficient diet to all offspring after weaning, finding that the serum vitamin D concentration of mice exposed to prenatal VDD became normal by 5 weeks of age. Therefore, the pathogenesis of the liver phenotype we observed in the liver of prenatal VDD offspring was not by deficiency at the time, likely by a long-term memory of VDD exposure. However, there are several similarities that exist. For instance, the infiltration and activation of macrophages is a key feature of endoplasmic reticulum stress-induced inflammation in liver injury, with VDR signaling regulating the inflammatory response in macrophages (47). We found that two distinct macrophage proportions, Cd163-positive, the anti-inflammatory (M2 phenotype) macrophages (48), and Ccr2-positive macrophages had distinct patterns of alteration in prenatal VDD offspring. Associations between the Ccr2-positive Kupffer cells (hepatic residential macrophage) and choline-deficient amino acid-defined diet-induced hepatic steatosis and fibrosis have been identified (49, 50). Several studies reported that a high-fat diet-induced hepatic steatosis increases bone-marrow (BM)-derived macrophages, which predominantly express Ccr2 (51, 52). The cell subtype reference expression signatures of both Cd163-positive and Ccr2-positive macrophages in this study showed higher expression of *Emr1* (F4/80) but low expression of *Itgam* (Cd11b) (52), indicating that they may be tissue-resident macrophages. Ccr2 expression in Kupffer cells contributes to BM-derived macrophage recruitment (49). The resident macrophages are derived from multiple anatomical locations during development suggesting developmental origin cell subtype proportion alterations may exist in the liver that is associated with a predisposing condition of prenatal VDD to the liver phenotype at the adult stage. The GO enrichment analyses on DEGs in this study showed enrichment of biological processes GO terms including extracellular matrix organization, regulation of vascularized development, and regulation of angiogenesis, processes which occur with liver fibrosis. Our study provides new insight into how prenatal VDD affects the liver phenotype and physiology as well as how this results in changes in the proportions of liver-resident immune cell subtypes in adult offspring.

There are several limitations of the current study that we would like to address in the future. First, we performed dietary manipulation on F0 female mice for five weeks prior to mating until the delivery. Belenchia et al. reported that it takes at least two weeks for serum vitamin D levels to return to normal after switching the diet to VDS from long-term VDD feeding (53). Thus, the F1 offspring were exposed to vitamin D deficient and insufficient conditions for the first two weeks of life. Using foster mothers would help us dissociate the effects between prenatal and neonatal periods. Second, while we observed cell subtype proportion changes in the prenatal VDD offspring, we cannot conclude if this alteration contributes to prenatal VDD exposure or results from liver damage. We believe testing cell subtype proportions in the liver before liver injury started would resolve this question.

Moreover, we estimated cell subtype proportion changes by the bulk RNA-seq results; therefore, the estimated proportion may be affected by the expression changes in specific cell subtypes. Testing the expression profiles at the single-cell levels will test if the alterations we observed in this study are attributed to the gene expression alterations between the same cell subtypes. Lastly, Wang et al. estimated the relationship between mice and humans at stages of growth and reported that the age range of 10 to 64.29 weeks of age in mice corresponds to the adult stage in humans (20 to 51 years old) (54), suggesting 16 weeks of age is at the early adult stage. The prevalence of NAFLD increases after age 30 (55) and age older than 40 is a risk factor of NAFLD (56). This study could be improved by maintaining the mice for longer than 16 weeks of age following prenatal VDD in order to observe more changes related to prenatal VDD and at the adulthood stage.

In summary, we found that prenatal vitamin D deficiency alters gene expression profiles of the liver and cell subtype proportions of non-parenchymal cells at the adult stage. The prevalence of at risk of vitamin D deficiency and insufficiency is high among reproductive-age women, and a significant association of obesity to low vitamin D status has been implicated. Childhood obesity in the world is rising in frequency, with the prevalence of overweight/obesity among children aged 5-18 in the world rising from 4% in 1974 to 18% in 2016 (57). Epidemiological studies have identified significant associations between excess weight during childhood and the risk of adulthood obesity (58–62). Moreover, the incidence of NASH and NAFLD/MAFLD in young people has increased to 1.52 times between 1990 and 2017, and the prevalence of NAFLD/MAFLD in children varies by ethnicity (56). Prenatal and neonatal vitamin D deficiency may be contributing to this increase in prevalence rates. Reducing maternal vitamin D deficiency could reduce the adverse health outcome of the next generation, while understanding mechanisms of how our body remembers prenatal vitamin D status over the lifespan should help us to find interventions and treatments to prevent developmental origins of health and diseases in the liver.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: GEO, GSE194417.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at the Albert Einstein College of Medicine.

## Author Contributions

Conceptualization, MS. Methodology, KL, RD-T, and MS. Formal analysis, KL and GE-B. Histopathological analysis support, JO. Histopathological analysis, JFG. Data curation, KL and MS. Writing—original draft preparation, KL and MS. Writing—review and editing, KL, JFG, RD-T, JMG, and MS. Visualization, KL, GE-B, and MS. Supervision, JFG, JMG, and MS. Funding acquisition, MS. All authors have read and agreed to the published version of the manuscript.

## Funding

This work was supported by the Human Genome Project Pilot Grant of the Department of Genetics at Albert Einstein College of Medicine and partially supported by the National Institutes of Health under award number R01HL145302 (MS).

## Author Disclaimer

The content is solely the responsibility of the authors and does not necessarily represent the official views of the National Institutes of Health.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Vitamin D Deficiency During Development Permanently Alters Liver Cell Composition and Function
**Source:** Front Endocrinol (Lausanne). 2022 May 12;13:860286. doi: 10.3389/fendo.2022.860286
**Supplement:** Supplementary file 1

## Supplementary Figure 1

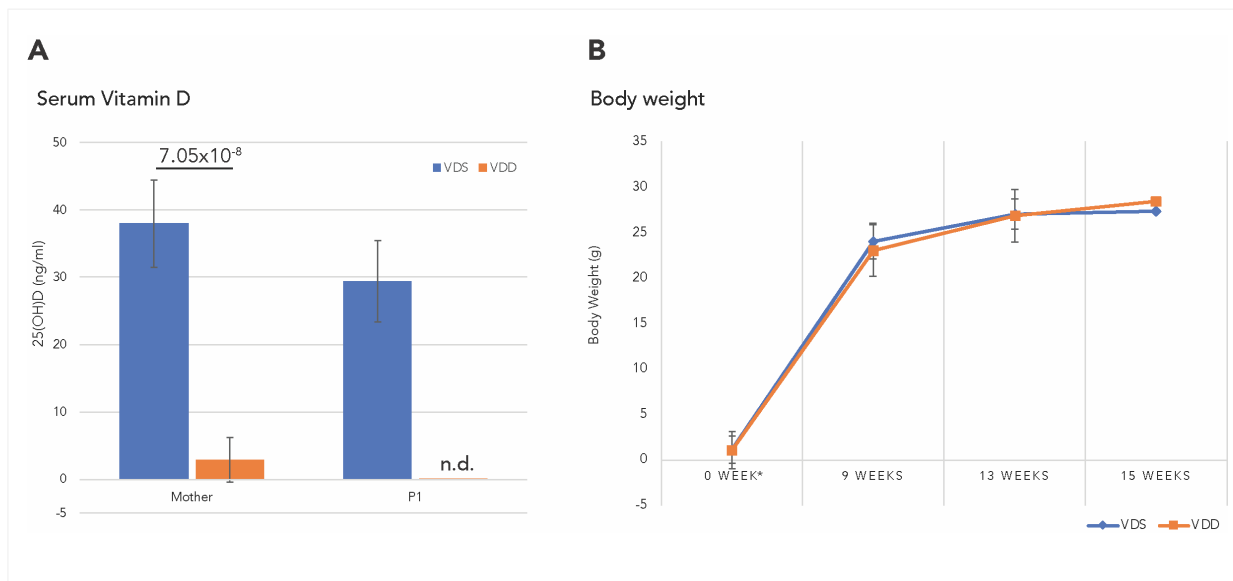

**Supplementary Figure 1: Serum vitamin D concentrations of mother and postnatal day 1 offspring (A), and body weight trajectory of offspring (B)**

A: The serum vitamin D (25-OH vitamin D) levels were measured using the Mouse Rat 25-OG Vitamin D ELISA kit (Eagle BIOSCIENCES) at 6 weeks after feeding vitamin D deficient (VDD)- or sufficient (VDS)-diets (before the mating) and postnatal day1 offspring. The serum vitamin D levels of postnatal day 1 offspring born to VDD fed mother was out of the detection limit (4.78 ng/ml). B: We measured the bodyweight of offspring at 0 (postnatal day 1), 9, 13, and 15 weeks of age. We did not observe any significant alterations between VDD and VDS at any time point.

Supplementary Figure 2

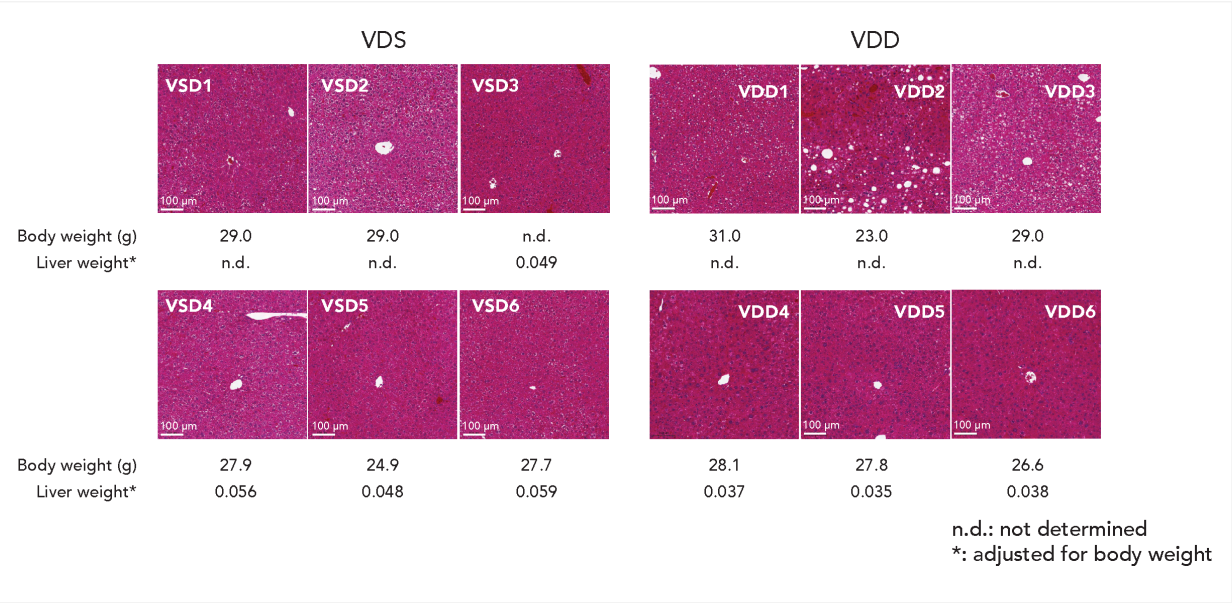

Supplementary Figure 2: Histopathological representations of F1 offspring with body weight (g) and body weight adjusted liver weight

We showed H&E staining slides of each sample we used in our RNA-seq analysis. 

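Relative to body weight, the liver of VDD4 to VDD6 weighed 0.0367 ± 0.0015 (SD, n = 3, from 0.035 to 0.038) and that of VDS3 to VDS6 0.053 ± 0.0054 (SD, n = 4, from 0.048 to 0.059) in the values of Supplementary Figure 2. An exact permutation test of these values gave p = 0.0286 (two-sided), the smallest p-value that 3 against 4 mice allow.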

The body weight was obtained at the sampling time (16 weeks of age), and the liver weight was adjusted for the bodyweight of the mice.

### Supplementary Figure 3

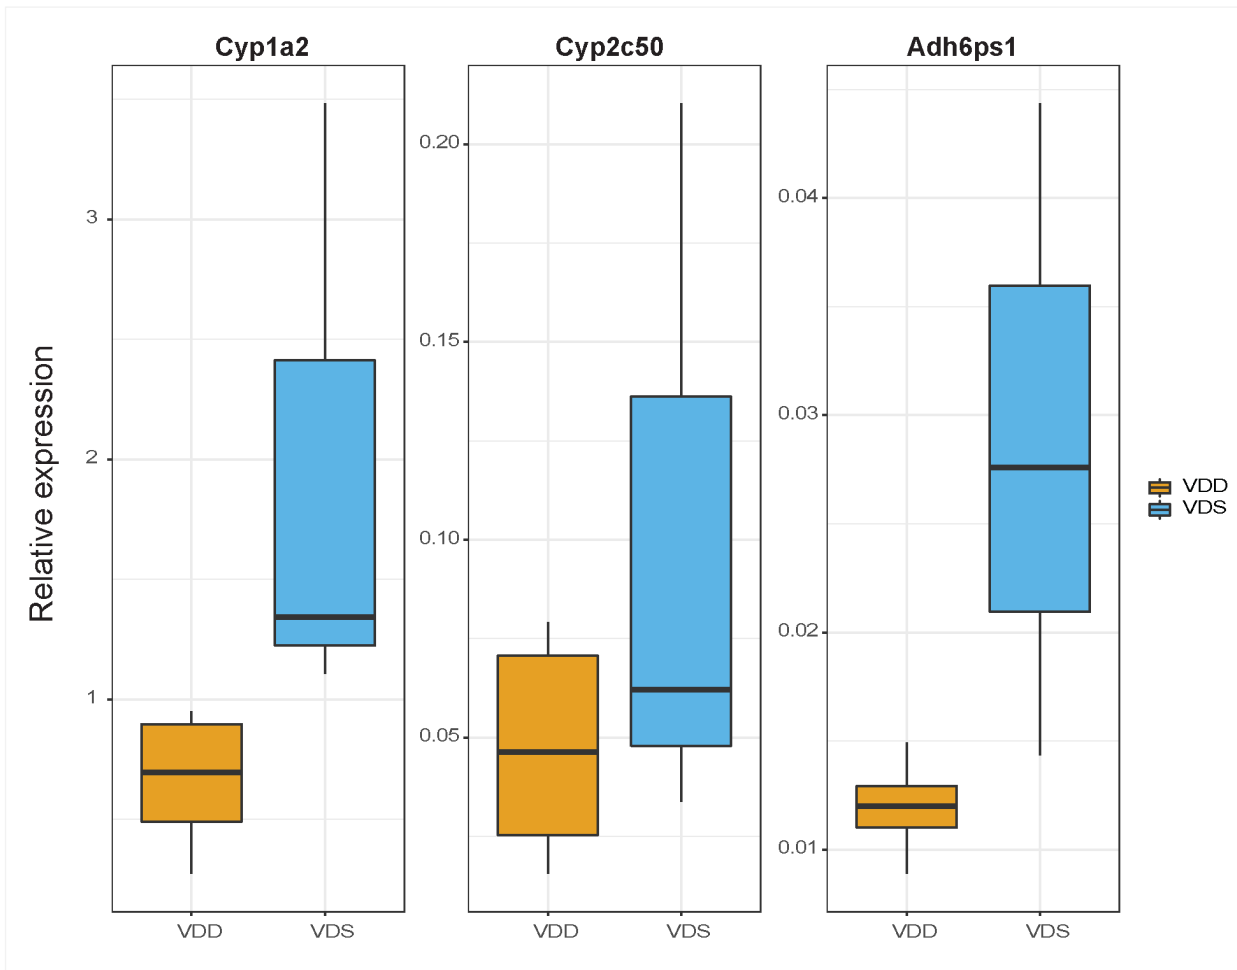

#### Supplementary Figure 3: Results of quantitative RT-PCR of differentially expressed genes

We performed quantitative RT-PCR analyses on the same RNA samples we used for the RNA-seq library preparation. Relative expression was calculated as GAPDH normalized expression status. The box indicates the first and third quartile, the bar in the box indicates the median, the tips of the vertical line indicate the minimum and maximum values. Due to the sample availability, we only have 3 VDS and 6 VDD samples (Cyp1a2:  $p=0.22$ , Cyp2c50:  $p=0.42$ , and Adh6ps1:  $p=0.92$ ).

Supplementary Figure 4

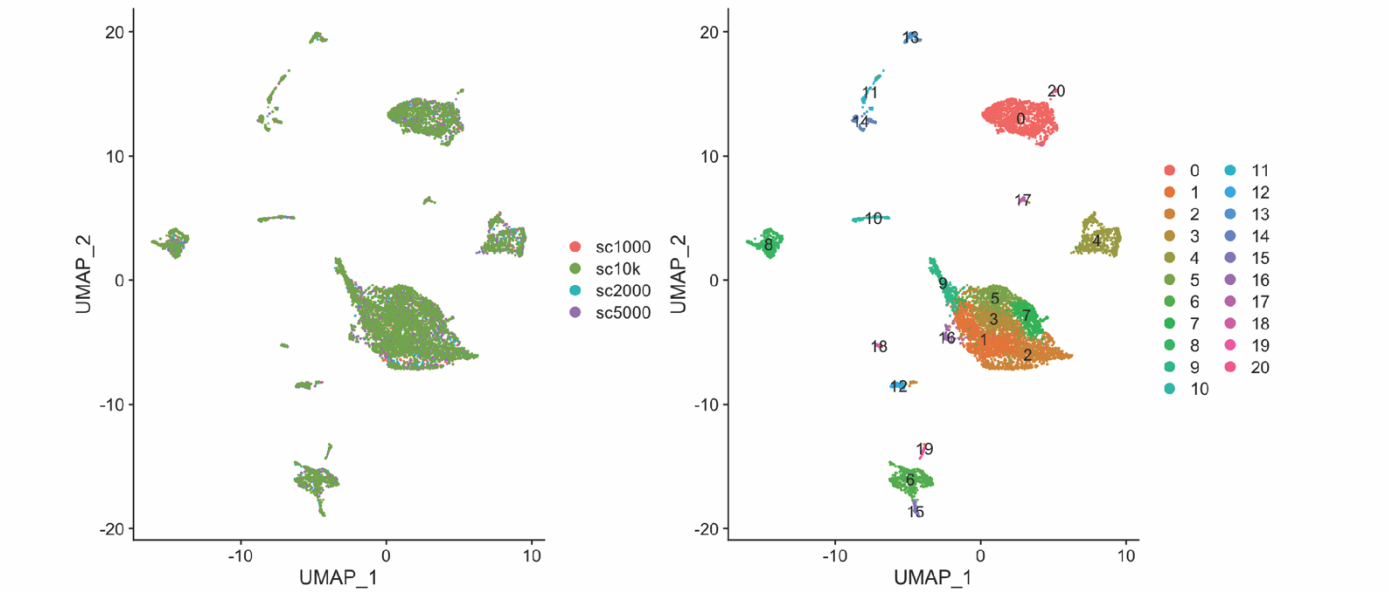

Endothelial cells

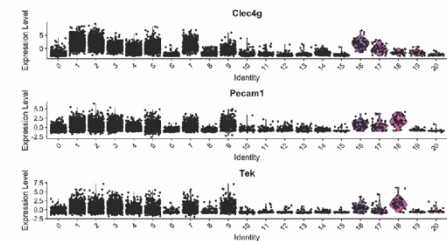

Stellate cells

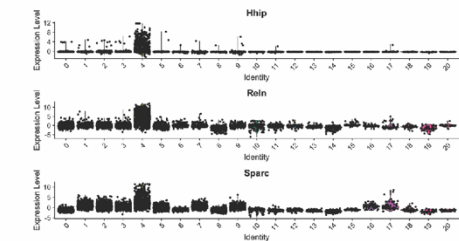

Hepatocytes

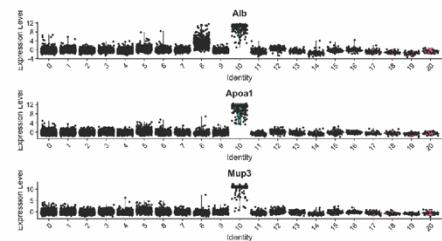

Macrophages

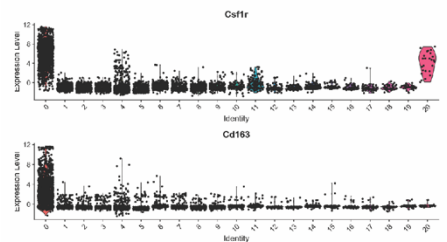

Cholangiocytes

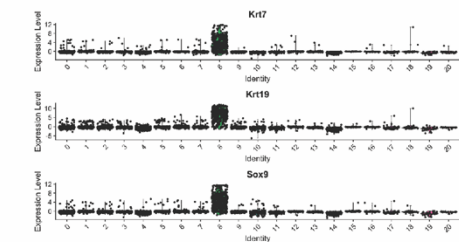

B cells

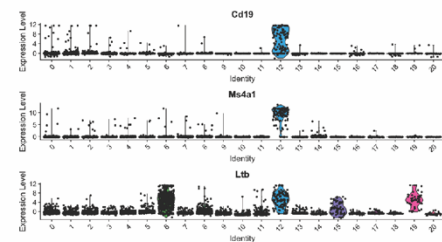

Dendritic cells

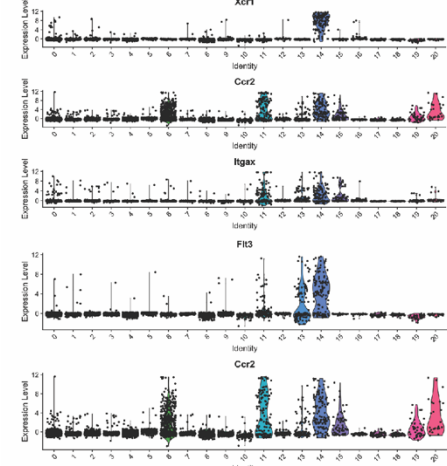

NK cells/T cells

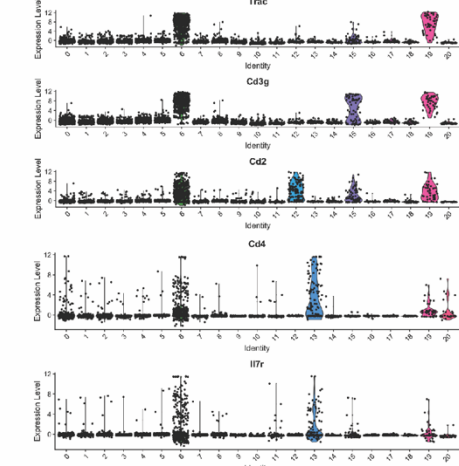

**Supplementary Figure 4: Identification of cell subtypes of single-cell RNA-seq expression signature profile**

Top: UMAP plots by dataset (left) and by identified clusters based on gene expression profile (right); Bottom: Marker gene expression status of each cell cluster

# Supplementary Figure 5

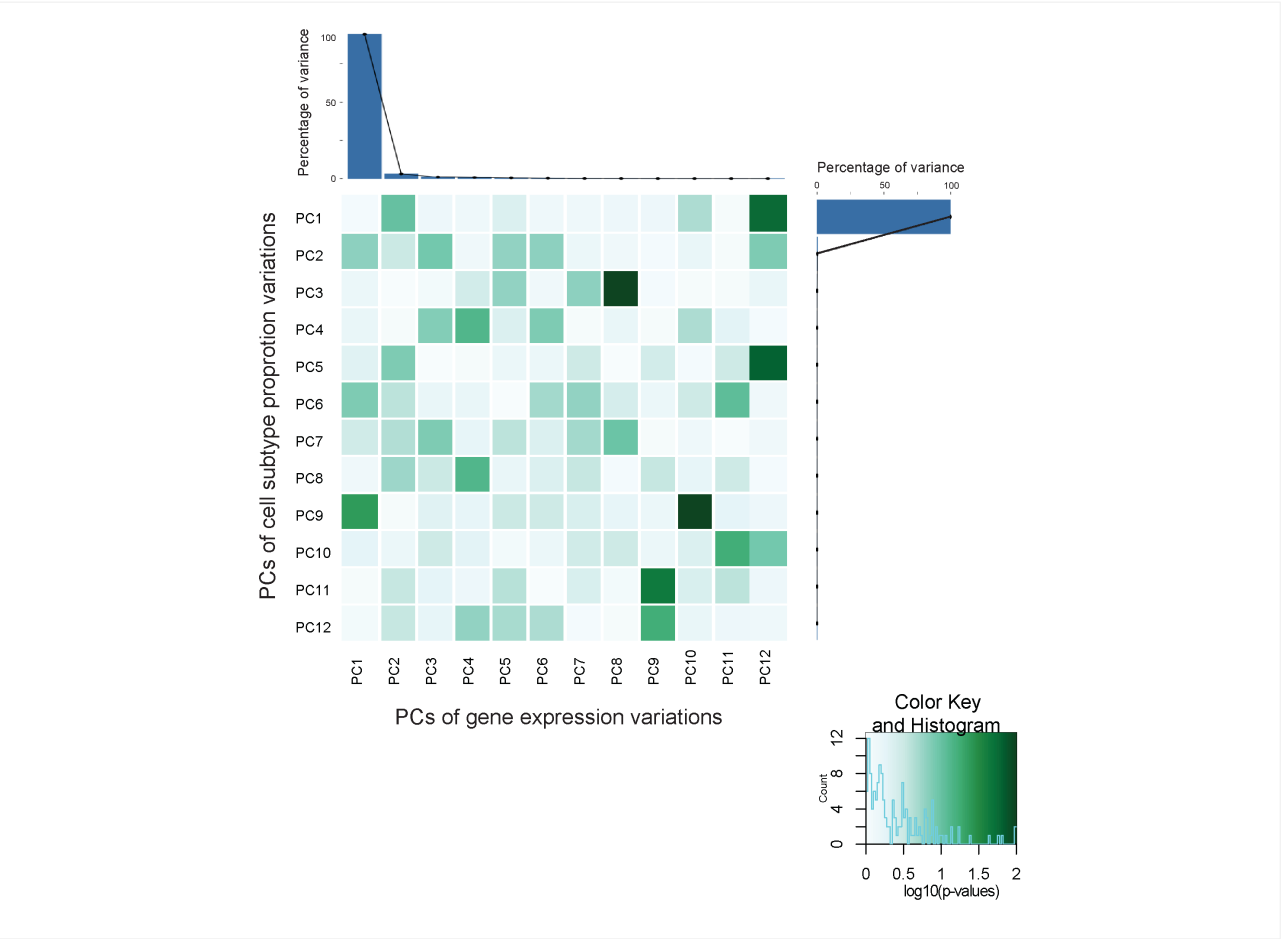

**Supplementary Figure 5: The associations between gene expression variations and cell subtype proportion variations**

We calculated the significance of contributions of each PC of gene expressions and PC of cell subtype proportion variations. Both PC1 of gene expression and PC1 of cell subtype proportions accounted for more than 99% of the variance of each variation. 

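PC1 of the normalized counts held 56.2% of the variance between the 12 mice, and PC1 of the proportions in Supplementary Table 6 held 83.3%. Gm42418 took 93.5% of the squared loading of this PC1 of the counts. Components without centring, chosen after the data had been seen, moved these shares most, to 92.8% and 99.8%.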

We did not observe a significant association between them.

How the deposited data were processed for this re-analysis (not part of the article)

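Liver RNA was measured by RNA-seq in 12 male mice at 16 weeks of age, 6 VDD-F1 and 6 VDS-F1, with 1 library per mouse and no pooling. The authors trimmed the reads, aligned them with STAR to the mouse genome and deposited raw counts of fragments per gene, with 1 count that ignores the strand and 1 for each strand. No value had been normalized. Gene positions were taken from GENCODE M21 on GRCm38, where the authors used M15, and 52403 of 52636 genes were matched. The proportions, reference profiles, gene lists and liver weights in the paper's supplement were used as the authors give them.

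The reverse-strand count was used, since the paper does not name the column. It held 92.7% to 95.8% of the stranded counts in each library. Between 16432 and 18901 genes were detected per library. Across genes, the log2 CPM of 2 mice of the same group had a median r of 0.960 over 15 pairs in VDD-F1 and 0.973 over 15 pairs in VDS-F1, where genes are not independent units. A gene at the filter's mean count of 12 has few counts per library, so its fold change is imprecise.

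Differential expression was computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood fit and test in the legacy form) on genes with a mean count of at least 12. The thresholds were an adjusted p-value under 0.05 and a log2-fold change above 1 or below -1. The paper's methods name DESeq2 and give a mean count of 12 as the minimum, while 50 of the 281 genes in Supplementary Table 3 have a mean under 12 (the lowest 2.43), so a total count of 12 was also run. Principal components used the variance-stabilizing transformation of DESeq2 1.42.0 and 500 genes. Proportions of cell subtypes were estimated in Python 3.11.15 with scikit-learn 1.9.0 (nu-support vector regression), NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Scores of gene lists and markers are mean log2 CPM with a prior count of 2.

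VDD-F1 was compared with VDS-F1, and the same comparison was made in the 7 mice with and the 5 mice without a recorded liver weight. Means were compared with exact permutation tests over all 924 splits by diet and 792 splits by set. Mice were treated as independent in every test, although the diets were given to the mothers and litters are not stated. Benjamini-Hochberg adjustment was applied over all genes, over the subtypes, over 18 gene lists and over 4 relations of PC1. Correlations used 100000 resamples.

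The alternatives were DESeq2's Wald test, voom with sample quality weights in limma 3.58.1, a robust fit, DESeq2's size factors, the count without strand, other filters, the set of mice as a covariate, each set alone, each mouse left out, the cell proportions as a covariate, other transformations for the principal components, non-negative least squares and length-scaled counts (TPM) for the proportions, and other marker ratios and sums. An edgeR fit in the newer form, DESeq2 with the set as a covariate and components without centring were chosen after the data had been seen. Replicate numbers come from the authors' sample names, where the same numbers mark different mice, so a replicate block has no meaning in the design and was run only as an alternative.

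The genes named are those the paper names, the 3 largest fold changes in each direction of Supplementary Table 3, the DEGs with the smallest p-values, up to 3 genes per term of Supplementary Table 4, and the genes of the lists. The methods were tested on simulated data with 200 changed genes. There edgeR called 192 of them with 8 false calls, DESeq2 197 with 33 false calls, and voom 190 with 7 false calls. These calls needed an adjusted p-value under 0.05 but no fold change, unlike the DEGs. The simulation used edgeR's dispersions, equal in both groups, whereas on PC1 the SD was 13.2 in VDD-F1 and 1.30 in VDS-F1 mice. It therefore cannot tell which of the DEG counts in these mice is closer to the truth. In simulated mixtures the estimated proportions had a median correlation of 0.965 with the true ones for the support vector regression and 0.87 for non-negative least squares.

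CIBERSORTx, the enrichment of ontology terms, the clustering of single cells, the histology and the qRT-PCR measurements were not analysed here. The reference profiles at hand end before the full table does, and the list of extracellular matrix genes at hand is incomplete.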

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

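The tests of the sense-strand share and of Y-linked genes in VDS6, of blood genes in VDD2, of technical measures between the sets of mice, of female tissue and library size for the male-biased genes, and of the male-biased score without gene families were chosen after the results they bear on had been seen, as were the measures examined mouse by mouse. Of 109 groups of 6 mice examined for 1 mouse far from the other 5 by Dixon's ratio of gap to range, 11 had one, where chance gives about 1 in 20, or 5.45. Of these 11, 4 were for VDS6, 3 for VDD2, 2 for VDS1, 1 for VDD5 and 1 for VDS5. Many of the measures share genes or reads, so they are not independent.

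In VDS6, 11.1% of the fragments matched no annotated exon on the counted strand, against 2.52% to 4.40% in the other VDS-F1 mice. Its 10 most counted genes took 25.6% of its counts, against 19.6% to 21.4%. Genomic DNA in the library could give fragments outside genes, and would lower the share of counts on the sense strand. That share was the lowest of the 12 libraries in VDS6 (rank 1, 92.7%). Fragments antisense to a gene can enter both measures, so this rank cannot decide the question. Genomic DNA remains an explanation. Unspliced RNA was not tested, and neither was ribosomal RNA carry-over in VDS6. The share of ribosomal-RNA-like counts was 11.2% in VDS6 and 3.83% to 7.34% in the other VDS-F1 mice. Carry-over therefore remains an explanation for the share of the most counted genes in VDS6. VDS6 also had 24 Xist counts, against 0 to 5 in the other VDS-F1 mice, and a sex-linked gene score of 3.65, against 2.94 to 3.01, in a list that includes Xist. Genomic DNA would give Xist counts on both strands, and VDS6 had 0 on the other strand, which goes against it for Xist. Female tissue or RNA in the sample would lower the Y-linked counts, for which VDS6 had rank 3 from the lowest of the 12 libraries, so a small amount of female RNA cannot be told apart from variation between mice. VDD5 had 1 Xist count and the other VDD-F1 mice 0, a difference of a single fragment. No biological explanation was tested for these values.

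VDD2 was far from the other VDD-F1 mice in the hepatocyte marker score, at 6.85 against 7.29 to 7.36, in the score of conventional dendritic cell 1 genes, at 1.92 against 0.87 to 1.24, and in Cyp1a2, at 148 CPM against 270.5 to 356. Blood in the sample could lower the share of hepatocyte transcripts, but VDD2 had rank 3 of the 6 VDD-F1 mice for blood cell genes, which goes against it. VDS1 was far from the other VDS-F1 mice in the score of adipose tissue genes, at -1.01 against -0.18 to -0.01, and in Cidec, at 0.295 CPM against 1.39 to 2.95. VDS5 was above the other VDS-F1 mice in Tceal9, at 5.15 CPM against 3.85 to 4.22. No explanation was tested for VDS1 and VDS5, and no biological explanation for VDD2.

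Mice with and without a recorded liver weight differed in 306 genes at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, diet as a covariate), of which 111 passed the fold threshold, and 1726 genes had an unadjusted p-value under 0.05. Among the 60 splits with as many mice of each diet that part 1 same-numbered pair, 1 gave as many genes, the real one, and the others gave at most 1 gene. The genes with the smallest p-values included Cyp3a59 (log2-fold change 2.15, recorded over not recorded), Ces2a (1.55) and Apoa4 (-3.30). The sets did not differ in total counts (p = 0.746), the share of ribosomal-RNA-like counts (p = 0.755), the score of clock genes (p = 0.609) or the share of fragments outside genes (p = 0.489, exact permutation tests, two-sided, n = 7 and 5), which goes against library size, ribosomal RNA carry-over, time of day and reads outside genes as the sole source of the difference on PC2. Sequencing batches, library batches and litters were not analysed here, so a batch or the litters remain an explanation. The effect of diet differed between the sets (diet by set interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in 11 genes, with 1122 at an unadjusted p-value under 0.05, while DESeq2's Wald test gave 138 genes for it. Circadian genes high in early night differed between the diets by -1.31 with and 0.77 without a recorded liver weight. Time of day was not tested for this interaction and remains an explanation. Among the 18 gene lists, the sets differed most in periportal hepatocyte genes (0.42, p = 0.00631, adjusted p = 0.114) and blood cell genes (-0.94, p = 0.0354, adjusted p = 0.318, exact permutation tests, two-sided, n = 7 and 5, Benjamini-Hochberg adjustment), and no list had an adjusted p-value under 0.05. No other biological explanation of the sets was tested.

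The score of male-biased liver genes was lower in VDD-F1 than in VDS-F1 mice by a log2 difference of -1.64 (exact permutation test, two-sided, n = 6 each, p = 0.00217, the smallest that 6 against 6 mice allow, adjusted p = 0.0195 with Benjamini-Hochberg adjustment over 18 gene lists), with values from 3.69 to 6.11 in VDD-F1 and from 6.62 to 7.24 in VDS-F1 mice. It was -1.61 and -1.79 in the mice with and without a recorded liver weight. Mislabelled or mixed female tissue would show as more Xist and fewer Y-linked counts, and 0 VDD-F1 libraries had both relative to every VDS-F1 library, a comparison made strict by the 24 Xist counts of VDS6. No VDD-F1 library had more than 1 Xist count. Reads shared between paralogs do not account for it alone, since without the Mup, Cyp2, Cyp3 and Cyp4 families the male-biased score still differed by -1.33 and the male-biased minus female-biased score by -1.76 (exact permutation tests, two-sided, n = 6 each, p = 0.00217 for both). The full female-biased list alone differed by 0.37 (the same exact test, p = 0.0584, adjusted p = 0.117 over 18 gene lists). Library size did not differ between the diets (exact permutation test, two-sided, n = 6 each, p = 0.976). GC content bias was not tested for this score. That the maternal diet may have lowered male-biased expression is a hypothesis, found and tested on the same mice.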

How the results depend on the processing

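The edgeR fit in its newer form, DESeq2 with the set of mice as a covariate and components without centring were chosen after the data had been seen, and all other alternatives before the data were examined. The cause of each change was not tested.

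The counts are given as DEGs (higher, lower) and genes with an adjusted p-value under 0.05 at any fold change. edgeR's quasi-likelihood test gave 5 (2, 3) and 5, with 1 gene of the upregulated and 2 of the downregulated terms of Supplementary Table 4. DESeq2's Wald test gave 253 (218, 35) and 504, with 48 and 13 term genes. On the count without strand it gave 237 (203, 34) and 461, with 44 and 13. With a total count of at least 12 it gave 294 (257, 37) and 514, with 59 and 13, and with both changes 272 (234, 38) and 467, with 52 and 13. With the set of mice as a covariate, DESeq2 gave 283 (210, 73) and 618, with 38 and 12. Voom with sample quality weights gave 252 (181, 71) and 590, with 27 and 10. The edgeR fit in its newer form gave 17 (10, 7) and 20. The 5 DEGs were among those of each of these 7 settings. Without a filter edgeR gave 70 (56, 14) and 85, with 16 and 7 term genes, with a total count of at least 12 it gave 7 (3, 4), and with a robust dispersion 2 (1, 1) and 2, with 0 and 1. With DESeq2's size factors in place of TMM, 1 of 4 DEGs was higher, 25% against 40%, and on the count without strand also 1 of 4, 25%, each with 0 genes of the upregulated terms. At a log2-fold change beyond 2 in place of 1, 2 DEGs were left, 0 higher. With the set of mice as a covariate edgeR gave 21 (10, 11) and 28. The mice with a recorded liver weight alone gave 536 (381, 155) and 1366, with 40 and 11 term genes, and the others alone gave 0 (0, 0) and 0, with 0 and 0 and 472 genes at an unadjusted p-value under 0.05. With PC1 of the cell proportions as a covariate there were 0 (0, 0) and 0, with 0 and 0 and 803 at an unadjusted p-value under 0.05.

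Across the 12 fits that each left out 1 mouse, there were from 0 to 260 DEGs, from 0 to 212 higher and from 0 to 48 lower, from 0 to 420 genes at any fold change, and from 0 to 41 and from 0 to 10 term genes. There were 0 DEGs without VDD4, VDD5, VDD6, VDS3, VDS4 or VDS5, with 1545 to 1757 genes at an unadjusted p-value under 0.05, and 260 without VDD1.

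With the replicate number as a replicate block, edgeR gave 17 (11, 6) and 19, against 5 (2, 3) and 5 without it, with 2 genes of the upregulated terms. The numbers mark different mice, and the deviations of same-numbered mice had a mean correlation of 0.0119 against -0.0012 for other pairs, so the block has no basis in these values.

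The Cd163+ proportion differed by -0.0666 points, but by 0.234 with non-negative least squares (above 0 in 1 mouse, a VDD-F1 mouse), 0.160 with length-scaled counts (TPM) in place of CPM and 0.108 in the mice without a recorded liver weight. The Ccr2+ proportion differed by 0.0402 points, but by -0.0137 and -0.0485 under the latter 2 settings. Non-negative least squares put Ccr2+ macrophages, Dendritic_2 and Endothelial_3 at 0 in every mouse, so it gives no difference for them. The Endothelial_4 proportion differed by -0.226 points, but by 0.153 with non-negative least squares, 1.07 on the count without strand, 0.658 in the mice with a recorded liver weight and 4.73 in Supplementary Table 6. The Dendritic_2 proportion differed by 0.194 points in the mice without a recorded liver weight, against -0.0641 in all. The hepatocyte proportion kept its direction in the 6 alternatives.

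The Cd163+ marker score differed by -0.18 in the mice with a recorded liver weight, against 0.01 in all. With summed counts the Dendritic_2 score differed by 0.0735 and the hepatocyte score by -0.13, and in the mice with and without a recorded liver weight they differed by 0.24 and 0.22 and by -0.19 and -0.27, each with an adjusted p-value above 0.05. Of the 18 gene lists, 7 had an adjusted p-value under 0.05, and in the mice with and without a recorded liver weight 0 and 0, with 9 and 0 at an unadjusted p-value under 0.05, where 3 against 4 and 3 against 2 mice allow no p-value under 0.0286 and 0.1. Among 72 single lists and settings 51 kept their direction and side of the threshold, 16 became weaker and 5 reversed, to 0.77 for circadian genes high in early night, 0.0523 for pancreas and 0.23 for adipose genes in the mice without, and to 0.72 for circadian genes high in late night and 0.17 for blood genes in the mice with a recorded liver weight. The relation of PC1 of expression to PC1 of the proportions had r = -0.257, -0.670 on the count without strand and 0.169 in components without centring. The sign of a component is free, so only the size of the last value can be compared. The variance-stabilized scale gave no r, since its mice fall in clusters of 4 and 8 with a gap of 62.6% of the range. PC1 of the counts without log held 56.2% of the variance, 34.5% on the count without strand, 46.6% on the variance-stabilized scale and 92.8% in components without centring.

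Among the named genes under other settings, 178 values stayed on the same side of the threshold, 71 became stronger, 16 weaker and 3 reversed, and with 1 mouse left out 126 stayed, 17 became stronger, 36 weaker and 1 reversed. The log2-fold change of Adgre1, 0.26, was -0.0015 with voom, -0.0354 in the mice with a recorded liver weight, -0.34 with the cell proportions as a covariate and from -0.07 (without VDD2) to 0.39 with 1 mouse left out. The alternatives for the principal components, 5 for each value, gave no change of direction or side of the threshold.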

Differences from the paper's values

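The settings chosen after seeing the values are named as such.

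The paper gives 281 DEGs, and edgeR's quasi-likelihood test gave 5. Of the alternatives set before the data were examined, the gap was closed by DESeq2's Wald test (253), the same with a total count of at least 12 (294), both of these on the count without strand (237 and 272), voom (252) and edgeR without VDD1 (260). It was not closed by edgeR with size factors (4), the count without strand (4), a robust dispersion (2), other filters (5, 7 and 70), the set of mice as a covariate (21), the mice with (536) or without (0, with 472 genes at an unadjusted p-value under 0.05) a recorded liver weight alone, the replicate number or the cell proportions as a covariate, or any other mouse left out. DESeq2 with the set as a covariate, chosen after seeing the values, gave 283. The paper gives 249 upregulated DEGs, and edgeR gave 2. The gap was closed by the same settings, with 218, 257, 203, 234, 181 and 212, and with 210 for the setting chosen after seeing the values, and not by the others. The paper gives 32 downregulated DEGs, and edgeR gave 3. The gap was closed by DESeq2's Wald test (35), with a total count of at least 12 (37), both on the count without strand (34 and 38), and without VDD1 (48), and not by voom (71), the mice with a recorded liver weight (155) or the others. These gaps compare numbers of DEGs and not which genes were called. Voom called 155 of the paper's genes and 97 others, and edgeR without VDD1 called 182 and 78 others. DESeq2's Wald test called 232 and 21 others, and with the set as a covariate 201 and 82 others. The paper's methods name DESeq2. With DESeq2's Wald test and a total count of at least 12, all 281 of the paper's genes were called and 13 more, and their log2-fold changes differed from those in Supplementary Table 3 by at most 8.41e-05. The mean counts in that table match the reverse-strand count within 1% for 281 of 281 genes.

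The paper gives p = 0.39 for the hepatocyte proportion, and the exact permutation test of the proportions estimated here gave 0.255 (two-sided, n = 6 each). Of the alternatives set before the data were examined, length-scaled counts (TPM) in place of CPM (0.268), the mice without a recorded liver weight (0.5, from 3 against 2 mice) and the paper's own proportions (0.398) gave a p-value within 1.5 times the paper's, though TPM barely moved it. The gap was not closed by non-negative least squares (0.0130), the count without strand (0.249) or the mice with a recorded liver weight (0.143).

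The paper gives more than 99% for the share of PC1 of gene expression, and it was 56.2% here. Neither the count without strand (34.5%) nor the variance-stabilized scale (46.6%) closed the gap, and components without centring, chosen after seeing the values, gave 92.8%. PC1 of the paper's proportions held 83.3%, and 99.8% without centring, where the paper states the same share as for expression.

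In the paper's table Endothelial_4 makes up 1.10% of VDS-F1 livers (SD 2.20), and the estimate here was 4.12% (SD 1.24, n = 6). Of the alternatives set before the data were examined, the gap was closed by non-negative least squares (2.70), TPM (1.88) and the count without strand (2.87), where the paper's own proportions are the same values by definition, and not by the mice with (3.76) or without (4.84) a recorded liver weight alone.

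The paper has a subset of endothelial cells higher in VDD-F1, and the difference in Endothelial_4 estimated here was -0.226 points, with a positive difference under non-negative least squares, the count without strand, the mice with a recorded liver weight and the paper's own proportions. The paper has dendritic cells lower in VDD-F1, and the Dendritic_2 marker score was higher, by 0.24, as were those of the 13 other subtypes scored apart from hepatocytes, with Cd163+ macrophages higher by only 0.01. The paper has Cd163+ macrophages lower in VDD-F1, and their marker score did not differ (p = 0.942, exact permutation test, two-sided, n = 6 each). The paper calls the changes of these subtypes and of Ccr2+ macrophages significant, and the exact permutation test of its own proportions (n = 6 each) gave adjusted p-values of 0.0577 to 0.0704 with Benjamini-Hochberg adjustment over 10 subtypes, each with an unadjusted p-value under 0.05. The paper lists Col3a1, Cidec, Cyp2c50, Adh6-ps1, Lrtm2, Cyp2a4, Mup7 and Ccr2 as DEGs, which edgeR did not call. Each of these 8 genes was called by DESeq2's Wald test with both filters and on both counts, in the mice with a recorded liver weight and without VDD1. Voom called them except for Lrtm2, Cyp2a4 and Ccr2, and edgeR without a filter and without VDD3 except for Mup7 and Ccr2, with Adh6-ps1 and Cyp2a4 called with the set of mice as a covariate, Cidec, Adh6-ps1, Lrtm2 and Cyp2a4 with the replicate number as one, and Adh6-ps1 with a total count of at least 12, without VDD2 and without VDS2. Of the settings chosen after seeing the values, DESeq2 with the set as a covariate called them except for Cyp2a4, and edgeR in its newer form called Adh6-ps1, Lrtm2 and Cyp2a4.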

Other observations

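The set of mice as a covariate in DESeq2 and the sum of 2 endothelial subtypes were chosen after the results had been seen, and so were the number of splits fitted with DESeq2 and the way higher and lower counts are compared between splits. The other tests in this part were chosen before.

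The count of DEGs was compared with that of other splits of the 12 mice into 6 and 6. The 32 splits that part all 6 same-numbered pairs, as the real one does, were all fitted, along with others that part fewer pairs (68 with edgeR, 48 with DESeq2). With edgeR, 2 of these 32 gave as many DEGs, the real split and the one that exchanges VDD1 and VDS1, which gave 201. The same held for upregulated DEGs (2 of 32), downregulated DEGs (2 of 32) and genes with an adjusted p-value under 0.05 (2 of 32). With DESeq2, 2 of 32 gave as many, with 346 for the exchange. The exchange leaves the other mice in their diet groups, so it is close to the real split. Of the splits that part fewer pairs, 3 of 68 gave as many DEGs with edgeR and 1 of 48 with DESeq2 (297). Over all splits fitted, the real one included, 5 of 100 did with edgeR and 3 of 80 with DESeq2. The share is above 0.05 among the 32 splits and lower over all of them, and the same numbers mark different mice. Of 7 splits that put the 5 mice without a recorded liver weight on 1 side, 1 gave as many DEGs with edgeR (17) and none with DESeq2 (at most 85). Both sets hold mice of both diets, and with the set as a covariate edgeR gave 21 DEGs that include the 5. In the mice with a recorded liver weight, 1 of the 8 splits that part all their pairs gave as many DEGs as the 536 of the real one, which is the smallest share 8 splits allow, and none of the other 27, which part fewer pairs, gave more than 166.

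Technical differences between libraries could raise the number of DEGs. Against the 253 of DESeq2's Wald test, there were 266 with library size as a covariate, 201 with the share of ribosomal-RNA-like counts, 206 with the share of fragments outside genes, 250 with the score of clock genes as a measure of the time of day, 235 with offsets for GC content and length, and 283 with the set of mice. Of the 253 genes, 241, 190, 188, 231, 226 and 211 were also called in these fits, in the same order, so none of the 6 is the sole source of most of them. These shared calls were counted after the numbers of DEGs had been seen.

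Within the sets, 435 of the 536 DEGs of the mice with a recorded liver weight had the same direction in the others, and the log2-fold changes of the 2 sets had a Spearman correlation of 0.254 across 12453 genes, which are not independent units. Of the 232 genes in the paper's list that passed the filter, 231 had the same direction in the mice without a recorded liver weight, but these mice were part of the comparison that chose the genes.

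Cidec (log2-fold change 2.52, with VDS1 far below), Lpl (2.14) and Plin4 (1.51) were higher in VDD-F1 livers. Adipose tissue in the sample could raise them, but the score of adipose tissue genes did not differ (exact permutation test, two-sided, n = 6 each, p = 0.693), which goes against it.

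Among the gene lists, the difference between VDD-F1 and VDS-F1 was -0.85 for pericentral hepatocyte genes (-1.09 and -0.54 in the mice with and without a recorded liver weight), 1.70 for monocyte-derived and lipid-associated macrophage genes (2.29 and 0.83), 0.70 for conventional dendritic cell 1 genes (0.80 and 0.44), 1.54 for proliferation genes (1.40 and 1.77), 0.71 for lipid droplet and lipogenic genes (0.59 and 0.76) and -0.23 for sex-linked genes, with adjusted p-values of 0.0195, 0.0325, 0.0234, 0.0234, 0.0234 and 0.0445 (exact permutation test, two-sided, n = 6 each, Benjamini-Hochberg adjustment over 18 lists). Without a recorded liver weight, some of these differences rest mainly on VDD2. Its monocyte-derived macrophage score was 4.27, where VDD1 and VDD3 had 0.875 and 1.73 and VDS1 and VDS2 1.52 and 1.40. Its pericentral score was 6.18, where VDD1 and VDD3 had 7.54 and 7.50 and VDS1 and VDS2 7.67 and 7.56. The sex-linked list moved with the scaling and the strand, to adjusted p-values of 0.0501 and 0.253. Part of its difference comes from VDS6, with a score of 3.65 against 2.94 to 3.01 in the other VDS-F1 mice. The vitamin D pathway genes differed by -0.12 (p = 0.162 from the same exact test).

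In the paper's proportions, Endothelial_3 and Endothelial_4 together made up 18.2 ± 1.16% of VDD-F1 and 16.0 ± 0.553% of VDS-F1 livers (SD, n = 6 each, exact permutation test, two-sided, p = 0.00217, the smallest that 6 against 6 mice allow), a sum taken after the separate values had been seen. In the same proportions VDS2 has 0% Cd163+ macrophages, while its Cd163 count was 20.6 CPM, above the mean of the VDS-F1 mice. VDS2 has 5.56% Endothelial_4 in these proportions, where the other VDS-F1 mice have 0% to 0.637%. It has 0.209% Ccr2+ macrophages, where the others have 0%, and 0% Dendritic_2, where they have 0.607% to 1.05%. The VDS-F1 means of these subtypes therefore depend in part on VDS2.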
